# TGF-β1 activates neutrophil signaling and gene expression but not migration

**DOI:** 10.1371/journal.pone.0290886

**Published:** 2023-09-08

**Authors:** Lauren E. Hein, Shuvasree SenGupta, Gaurie Gunasekaran, Craig N. Johnson, Carole A. Parent

## Abstract

Tumor-associated neutrophils are found in many types of cancer and are often reported to contribute to negative outcomes. The presence of transforming growth factor-beta (TGF-β) in the tumor microenvironment reportedly contributes to the skewing of neutrophils to a more pro-tumor phenotype. The effects of TGF-β on neutrophil signaling and migration are, however, unclear. We sought to characterize TGF-β signaling in both primary human neutrophils and the neutrophil-like cell line HL-60 and determine whether it directly induces neutrophil migration. We found that TGF-β1 does not induce neutrophil chemotaxis in transwell or underagarose migration assays. TGF-β1 does activate canonical signaling through SMAD3 and noncanonical signaling through ERK1/2 in neutrophils in a time- and dose-dependent manner. Additionally, TGF-β1 present in the tumor-conditioned media (TCM) of invasive breast cancer cells results in SMAD3 activation. We discovered that TCM induces neutrophils to secrete leukotriene B_4_ (LTB_4_), which is a lipid mediator important for amplifying the range of neutrophil recruitment. However, TGF-β1 alone does not induce secretion of LTB_4_. RNA-sequencing revealed that TGF-β1 and TCM alter gene expression in HL-60 cells, including the mRNA levels of the pro-tumor oncostatin M (*OSM*) and vascular endothelial growth factor A (*VEGFA*). These new insights into the role and impact of TGF-β1 on neutrophil signaling, migration, and gene expression have significant implications in the understanding of the changes in neutrophils that occur in the tumor microenvironment.

## Introduction

Neutrophils are an essential component of the innate immune system, helping to protect the body by responding to sites of infection or injury. They do so by executing a number of functions, including phagocytosis of pathogens or cell debris, release of cytotoxic enzymes or reactive oxygen species (ROS), and release of webs of DNA known as neutrophil extracellular traps (NETs) [1, 2]. To reach inflamed or infected sites, neutrophils sense and respond to local chemoattractants released at these sites in a process known as chemotaxis [3]. In response to these chemoattractants, activated neutrophils produce and respond to the secondary chemoattractant leukotriene B_4_ (LTB_4_) to recruit distant neutrophils in a process known as signal relay [4–6].

Neutrophils are also recruited to many types of tumors, including breast cancer [7–9]. Interestingly, tumor-associated neutrophils (TANs) have been detected more frequently in aggressive triple negative breast cancers (TNBCs) compared to their hormone receptor positive (HR+) counterparts [10, 11]. However, in the context of cancer, many of the beneficial functions of neutrophils stimulate tumor progression [12], including immunosuppression, remodeling of the extracellular matrix, promotion of angiogenesis, and release of NETs [13–19]. The pro-tumor phenotype of neutrophils is at least partially mediated through TGF-β [20–23], a cytokine frequently present in tumors [24]. It has been shown that neutrophils isolated from tumors in mice are less cytotoxic and have a more immunosuppressive transcriptome compared to neutrophils isolated from tumors that are treated with TGF-β blockade [20, 22]. However, these *in vivo* studies are performed in the presence of a TGF-β inhibitor applied systemically, making it difficult to determine the signaling kinetics and the direct impact of TGF-β on neutrophil responses.

We previously reported that tumor conditioned media (TCM) harvested from highly aggressive triple negative breast cancer (TNBC) cell lines gives rise to robust neutrophil recruitment activity, compared to TCM harvested from poorly aggressive HR+ breast cancer cell lines [25]. By blocking TGF-β signaling in combination with inhibition of the C-X-C motif chemokine receptor 2 (CXCR2), we reported a significant reduction in neutrophil migration toward TCM from the aggressive breast cancer cell line MCF10CA1a (M4) [25]. Numerous studies have shown that CXCR2 ligands, such as the chemokine CXCL1, are important for neutrophil migration to tumor sites [7], and others have shown both positive and negative effects of TGF-β blockade on neutrophil migration to tumors [20, 26]. However, we found no significant reduction in migration when CXCR2 or TGF-β signaling were blocked independently [25]. We detected an abundant presence of TGF-β1 in M4 TCM, which induces robust neutrophil chemotaxis [25]. However, whether TGF-β induces neutrophil chemotaxis on its own is unclear. Some studies have reported that TGF-β1 has no effect on neutrophil chemotaxis [27], while others have shown that TGF-β1 can induce a chemotactic response in neutrophils at very low concentrations [28, 29].

In the present study, using primary neutrophils from healthy human individuals and the neutrophil-like HL-60 cell line, we evaluated neutrophil migration toward TGF-β1. Because LTB_4_ release is an important part of neutrophil migration, we also investigated LTB_4_ secretion from neutrophils in response to TCM and TGF-β1 and assessed the role of LTB_4_ secretion in regulating neutrophil migration towards tumor-secreted factors. In addition, we characterized the signaling kinetics of TGF-β1 in neutrophils and evaluated the transcriptional effects of TGF-β1. Overall, we found that TGF-β1 activates neutrophils and gene transcription, but it does not induce migration or release of LTB_4_.

## Materials and methods

### Ethics statement

Human neutrophils were isolated from blood obtained from anonymous healthy human donors form the Platelet Pharmacology and Physiology Core at the University of Michigan. The blood was attained through an institutional review board-approved (IRB#HUM00107120) protocol specifically approved to provide de-identified blood for research purposes. We therefore did not have access to the HIPAA information. All subjects were consented, agreed to provide their blood for research purposes and were financially compensated.

### Cell cultures

The human promyelocytic leukemia HL-60 cell line (ATCC #CCL-240) was maintained in IMDM media (Gibco) with 10% heat-inactivated (HI) fetal bovine serum (FBS) (GeminiBio #100–106) and split to 0.2E6 cells/ml in fresh media every other day. Cells were used for no more than 10 passages. HL-60 cells were differentiated into neutrophil like cells, referred to as dHL-60 cells, over the course of 4 days. The cells were cultured at a starting concentration of 0.4E6 cells/ml and treated on day 0 and day 2 with fresh IMDM differentiation media supplemented with 2% HI FBS, 1.3% DMSO, 10 μg/ml insulin, 5.5 μg/ml transferrin, and 6.7 ng/ml sodium selenite [30, 31]. Tubes coated with 1% BSA were used for experiments using dHL-60 cells.

The MCF10CA1a cell line (M4), which is an invasive derivative of the human MCF10A cell line and a representative of triple negative breast cancer, was obtained from Karmanos Research Institute. M4 cells are maintained in DMEM/F12 media with 5% HI HS (Gibco #26050088).

### Isolation of human neutrophils (polymorphonuclear cells—PMNs)

Neutrophils were obtained and isolated as previously described [25, 32]. Blood was obtained through the Platelet Pharmacology and Physiology Core at the University of Michigan. The Core has a blanket IRB that allows them to collect blood from male and female subjects who are healthy and aged 19–65 years. We receive deidentified blood samples for neutrophil isolation.

Briefly, the majority of red blood cells were removed using dextran sedimentation (Sigma-Aldrich #31392). Then, the remaining cells were separated using Histopaque-1077 density centrifugation (Sigma-Aldrich #H8889). The neutrophil pellet was then cleared of remaining red blood cells using ACK lysis buffer (Lonza #10-548E). For subsequent experiments, neutrophils were resuspended in mHBSS ((20 mM HEPES, pH 7.4, 150 mM NaCl, 4 mM KCl, 1.2 mM MgCl2, and 1 mg/ml glucose).

Tubes coated with 0.5–1% BSA were used any time PMNs were used in experiments. A quality control assay is performed each time that PMNs are isolated, assessing at cell polarization in response to several doses of the bacterial peptide N-formylmethionine-leucyl-phenylalanine (fMLF). Cells that have a low basal activity to the vehicle control and respond in a dose-dependent manner to fMLF are used in subsequent experiments.

### Harvesting conditioned media from cell culture

Generation of tumor-conditioned media (TCM) was done as previously described [25]. Briefly, M4 cells were seeded at a density of 0.15E6 cells/ml in T150 culture dishes in 32 ml of full media (DMEM/F12 media with 5% HI HS) and incubated for 24 hours. The culture medium was removed, and the cells were washed twice with DPBS. 32 ml of serum-free DMEM/F12 was added to the cells for additional 48 hours. The media was then harvested and filtered through a 0.22 μm membrane filter. Aliquots were frozen at -30°C.

### Pharmacological inhibition

Cells were pretreated with the pharmacological inhibitors for 30 minutes while rotating at 37°C. Treatments were performed at 4E6 cells/ml in either mHBSS (PMNs) or IMDM (dHL-60 cells). Following pretreatment, inhibitors were present throughout the entirety of the respective assays. SB431542 was the TβR1 (ALK4/5/7) inhibitor used at concentrations between 0.01 and 10 μM [33]. AZD5069 was the CXCR2 antagonist used at a concentration of 1 μM [34]. The FLAP inhibitor used was MK886 at a concentration of 100 nM [35].

### Transwell assay

Transwell assays were performed as previously described to assess PMN migration [25]. Briefly, transwell inserts with 3-μm pores and wells of a 24-well plate were coated with 2% BSA for 1 hr at 37°C and washed twice with DPBS. PMNs were pretreated with various inhibitors or vehicle controls for 30 minutes while rotating at 37°C. 0.4E6 PMNs were then plated onto the transwell membranes in 100 μl and allowed to migrate toward TCM for 2 hr at 37°C. Any inhibitors used to pretreat the neutrophils were also present in the TCM for the entirety of the assay. After 2 hours, the number of cells that had migrated to the bottom chamber were counted using a hemocytometer, and the percentage of cells migrated was calculated.

### Underagarose assay

Underagarose assays were used to assess neutrophil migration and performed as previously described [36]. Briefly, 400 μl of 0.5% SeaKem ME agarose (Lonza #50010) dissolved in 50% mHBSS/50% DPBS was added to each well of an 8-well chamber slide (Cellvis #C8-1.5H-N) that had been coated with 1% BSA. The agarose solidified for 15 minutes at room temperature, followed by an additional 30 minutes at 4°C. Two holes 1 mm in diameter and 2 mm apart were punched into the agarose of each well using a 3D-printed metal hole punch tool. After removing the agarose plugs, 50,000 cells stained with Hoechst (Invitrogen #H21492) were added to one of the punched holes, and chemoattractant was added to the other well (7 μl each). The slide was incubated at 37°C for 2 hours, and endpoint images were taken using a 5x objective on a Zeiss Axiovert microscope. Endpoint images were quantified in ImageJ by counting the number of cells that left the well on the side closest to the chemoattractant.

### LTB4 ELISA assay

The LTB_4_ ELISA Assay was performed per the manufacturer’s instructions (Cayman Chemical #520111 or R&D Systems #KGE006B). Supernatants from PMNs were generated as previously described [4]. Briefly, primary neutrophils resuspended at 4E6 cells/ml were placed on ice for 30 minutes to bring them to a basal state. Cells were then spun at 400 xg for 5 minutes at room temperature and primed by resuspending them in warm phenol-red free RPMI (Gibco #11835–030) supplemented with 20 mM HEPES and 10 ng/ml GM-CSF for 1 hour in rotation at 37°C. Following priming, cells were quickly spun (6000 xg for 30 sec) and stimulated with various stimuli: 500 pg/ml TGF-β1, 1 μg/ml CXCL1, 20 nM IL-8, and 20 nM fMLF diluted in RPMI + HEPES or 100% TCM and DMEM/F12 media control for 15 minutes. After stimulation, cells were quickly spun as before and the supernatant was collected and frozen at -80°C. 20 nM fMLF was the positive control for this assay, and only experiments where LTB_4_ secretion in response to fMLF was greater than 50 pg/ml were included.

### Western blotting analysis

Western blotting was used to assess ERK and SMAD3 phosphorylation. To prepare samples, PMNs or dHL-60 cells at 4E6 cells/ml were pretreated with 2 mM Pefabloc, a serine protease inhibitor (Sigma Aldrich), for 15 minutes at 37°C while rotating. For pharmacological inhibitors, Pefabloc was added to cells during the last 15 minutes of the total 30 min. Cells were then stimulated with either 2 ng/ml TGF-β or M4 TCM. At the designated time points, cells were lysed in RIPA (Fisher Scientific #50-103-5430) with 1x Halt^TM^ protease and phosphatase inhibitor cocktail (Thermo Scientific #78442) at a density of 14 ul lysis buffer per 1E6 cells. Before loading samples onto gels, samples were mixed with 6x reducing Laemmli (Fisher Scientific #AAJ61337AD) and boiled at 95°C for 10 minutes. Equal volumes of each sample, therefore representing equal number of cells, were loaded and run on either 4–12% tris-glycine polyacrylamide gels (Invitrogen #XP04125BOX) or 10% SDS-polyacrylamide gels using tris-glycine SDS running buffer and then transferred onto either nitrocellulose or PVDF membranes. Membranes were blocked with 1x fish gelatin (Biotium #22010) for 1 hour at room temperature and probed with primary antibodies: anti-phospho p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (dilution 1:1000, CST #9101), anti-phospho-SMAD3 (S423 + S425) (dilution 1:1000, Boster Bio #P00059-1), anti-GAPDH-HRP (H12) (dilution 1:3000, SCBT #sc-166574-HRP), and anti-alpha tubulin-HRP (dilution 1:12000, Proteintech # HRP-66031). Bands were visualized using HRP-conjugated secondary antibodies (dilution 1:10,000, Jackson ImmunoResearch), SuperSignalTM West Pico PLUS Chemiluminescent Substrate, and an Azure C600 (a digital imaging system). Band intensities were quantified using the Gel Analyzer tool in ImageJ. For phospho-SMAD3 quantification, the lower of the two bands was quantified (52 kD), as did Jeon *et al* [37]. The upper band is likely phospho-SMAD2 because its observed molecular weight is 58 kD [38] and because it is phosphorylated at the SSXS motif at the C-terminus, similar to SMAD3 [39–41].

### RT-qPCR

To evaluate gene expression, RNA was isolated from dHL-60 cells using the RNeasy Mini Kit (Qiagen #74104). RNA was converted into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems #43-688-14) using 2 μg RNA per 20 μl reaction. The thermal cycler program used was 10 minutes at 25°C, 120 minutes at 37°C, and 5 minutes at 85°C, followed by a hold at 4°C. cDNA was stored at -30°C. qPCR reactions were 10 μl, with PowerUp^TM^ SYBR^TM^ Green Master Mix, 0.3 μM of each forward and reverse primers (Table 1), 150 ng cDNA, and nuclease-free water. qPCR was run on a QuantStudio^TM^ 5 using the following program: an initial hold at 95°C for 10 minutes; 40 cycles of 95°C for 15 seconds and 55°C for 1 minute; and a melt curve analysis using temperatures from 60°C to 95°C. Primers were designed using IDT’s PrimerQuest^TM^ Tool. For analysis, change in gene expression was calculated using 2^-ddCt, using RACK1 [42] or 18S as the housekeeping gene.

**Table 1:** qPCR primers used in this study.

Gene	Forward primer (5’ to 3’)	Reverse primer (5’ to 3’)
RACK1	CGAAGGCAAACACCTTTACAC	GATCTTTCCCTCTAAATCCCAGAT
18S	GCTTAATTTGACTCAACACGGGA	AGCTATCAATCTGTCAATCCTGTC
PAI1	GAGGAGATCATCATGGACAGAC	GGTCAGGGTTCCATCACTT
KLF10	CAGGATGTGGCAAGACATACTT	ACCTCCTTTCACAACCTTTCC
SMAD7	CCTTCCTCCGCTGAAACA	CACCAGTGTGACCGATCC

### Bulk RNA-sequencing

RNA was extracted from dHL-60 cells using the RNeasy Mini Kit (Qiagen #74104) with the RNase-Free DNase Set (Qiagen #79254) to remove any residual DNA. Quality control (RNA-integrity number (RIN)), library prep (poly-A enrichment), and next-generation sequencing (NovaSeq 6000 S4) was carried out in the Advanced Genomics Core at the University of Michigan.

### Bioinformatics

150bp paired-end FASTQ files from the University of Michigan’s Advanced Genomics Core were first trimmed using default settings with the Trim_Galore v0.6.6 wrapper around Cutadapt v3.7 to remove any remaining adapter. Reads were then mapped using STAR v2.7.10a [43] to the GRCh38.v40 reference supplied by gencodegenes.org; all samples ranged from 89–92% uniquely mapped.

Features were counted using the featureCounts function from the Rsubread Bioconductor package [44]. The GTF file supplied with the GRCh38.v40 reference was used to define features. Normalized counts per million were generated using edgeR [45] and the trimmed mean of M-values (TMM) method was used to create final Log2 transformed expression values.

Linear models were fit to each feature using the limma package of Bioconductor with the precision weights “voom” technique used to model the mean-variance relationship [46]. RNA extraction date was used as a pairing variable for a final cell means model of ~0 + group + pair. Comparisons were then calculated between all groups and time 0 as well as between treatment groups and their respective media control. P-values for multiple comparisons were adjusted using the Benjamini and Hochberg technique. Adjusted P-values less than 0.1 and a fold change greater than 1.5 was used to define significant gene lists.

Reactome pathways [47] of Table 2 were selected for downstream investigation based on prior expectations and for validation of the gene lists. Fisher’s Exact tests were used to test the null hypothesis that the gene list had as many pathway genes as we would expect by chance. The gene universe consisted of all features in the GTF with mappings to Entrez Gene IDs. P-values for these 10 reactome pathways were adjusted using the Bonferroni method.

**Table 2:** Overrepresentation analysis of TGF-β1 vs IMDM differentially expressed genes within reactome pathways.

Reactome pathway	Reactome ID	Pathway genes (significant)	Bonferroni Adjusted P-Value (Fishers Exact Test)
Class A1 (rhodopsin-like receptors)	R-HSA-373076.8	156 (8)	0.000003636
Signaling by interleukins	R-HSA-449147.11	333 (12)	0.000004578
Signaling by TGF-β family members	R-HSA-9006936.5	84 (4)	0.029199
G_q_ alpha signaling events	R-HSA-416476.6	102 (4)	0.05991
G_i_ alpha signaling events	R-HSA-418594.7	145 (3)	1
Chemokine receptors bind chemokines	R-HSA-380108.4	24 (1)	1
Arachidonic acid metabolism	R-HSA-2142753.5	27 (1)	1
Neutrophil degranulation	R-HSA-6798695.2	428 (2)	1
MAPK family signaling cascades	R-HSA-5683057.3	234 (1)	1
Exocytosis of secretory granule membrane proteins	R-HSA-6798743.1	67 (0)	1

### Statistical analysis

GraphPad Prism was used to generate plots and to conduct statistical analysis. Specific tests used are mentioned in the figure legends. Samples with N = 2 were excluded from one-way ANOVA analysis.

## Results

### TGF-β1 treatment does not induce neutrophil chemotaxis

To test if TGF-β1 induces neutrophil chemotaxis, we performed both transwell and underagarose migration assays in response to recombinant TGF-β1. In the transwell assay, migration of human polymorphonuclear neutrophils (PMNs) was assessed in response to TGF-β1 at doses ranging from 0.1–10 ng/ml or TCM derived from the M4 cell line, which has robust neutrophil recruiting activity [25]. We found that while about 30% of neutrophils migrated toward the positive control M4 TCM, no significant migration was noted in response to any of the TGF-β1 doses tested (Fig 1A). In the underagarose assay, we assessed the migration of differentiated HL-60 (dHL-60) cells in response to TGF-β1 or N-formylmethionine-leucyl-phenylalanine (fMLF), a potent neutrophil chemoattractant. While we observed that a significant number of dHL-60 cells migrated towards fMLF (Fig 1Bii and 1C) compared to buffer control (Fig 1Bi and 1C), no significant difference was detected in the number of cells migrating towards any of the TGF-β1 concentrations tested (Fig 1Biii-vi and 1C). Together, these findings obtained using two different migration assay systems with both primary and cell line-derived neutrophils show that TGF-β1 does not induce neutrophil chemotaxis.

**Fig 1:**
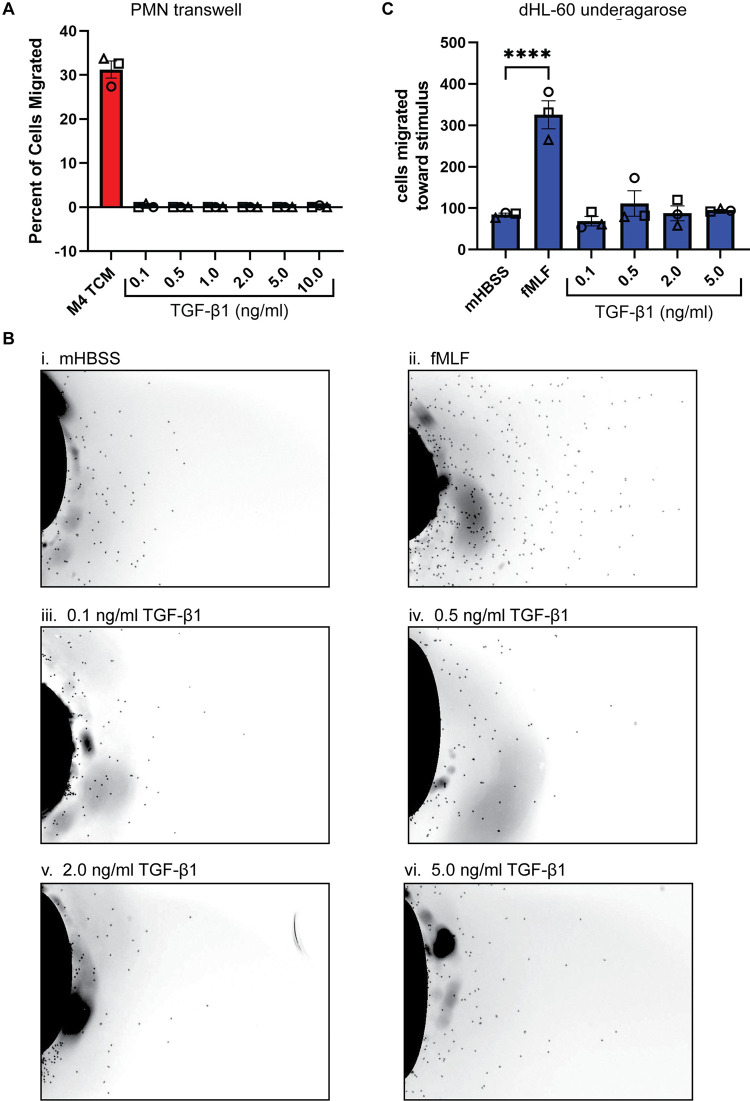
TGF-β1 does not induce neutrophil migration. **(A)** Graph showing the percentage of PMNs that migrated in transwell assays in response to M4 TCM or varying doses of TGF-β1. **(B)** Representative endpoint images of underagarose assays of dHL-60 cells stained with Hoechst. Migration stimuli were (i) mHBSS, (ii) fMLF, (iii-vi) 0.1, 0.5, 2, and 5 ng/ml TGF-β1. **(C)** Quantification of (B) showing the number of PMNs that migrated toward each stimulus. N = 3 independent donors/experiments. Data shown are mean ±SEM with individual dots representing individual donors/experiments (A, C). *P ≤ 0.05 when compared to mHBSS (one-way ANOVA with Dunnett’s multiple comparisons test). Raw data are available in S2 File.

### TGF-β1 activates canonical and noncanonical signaling pathways in neutrophils

Canonical TGF-β signaling occurs through the phosphorylation of the C-terminus of SMAD2/3 (pSMAD3C). A complex between pSMAD3C and SMAD4 subsequently enters the nucleus to regulate gene transcription [48]. To test if neutrophils respond to TGF-β1, we treated dHL-60 cells with increasing concentrations of TGF-β1 and measured the extent of SMAD3 phosphorylation. We found a dose-dependent increase in pSMAD3C after 30 min TGF-β1 treatment (Fig 2A and 2B). In a 90-min time course, dHL-60 cells treated with TGF-β1 showed low basal pSMAD3C that rapidly increased within 10 min and was sustained for about 60 min (Fig 2C and 2D). Similar kinetics were observed in PMNs (Fig 2E and 2F). To confirm that the response was dependent on TGF-β1, we pretreated dHL-60 cells with the TGF-βRI inhibitor SB431542 [33]. We found that concentrations of SB431542 ranging from 0.01–1 μM decreased TGF-β1-induced pSMAD3C in a dose-dependent manner, confirming that the signaling is TGF-βRI specific (Fig 2G and 2H). Taken together, these findings show that TGF-β1 induces pSMAD3C in PMNs and dHL-60 cells.

**Fig 2:**
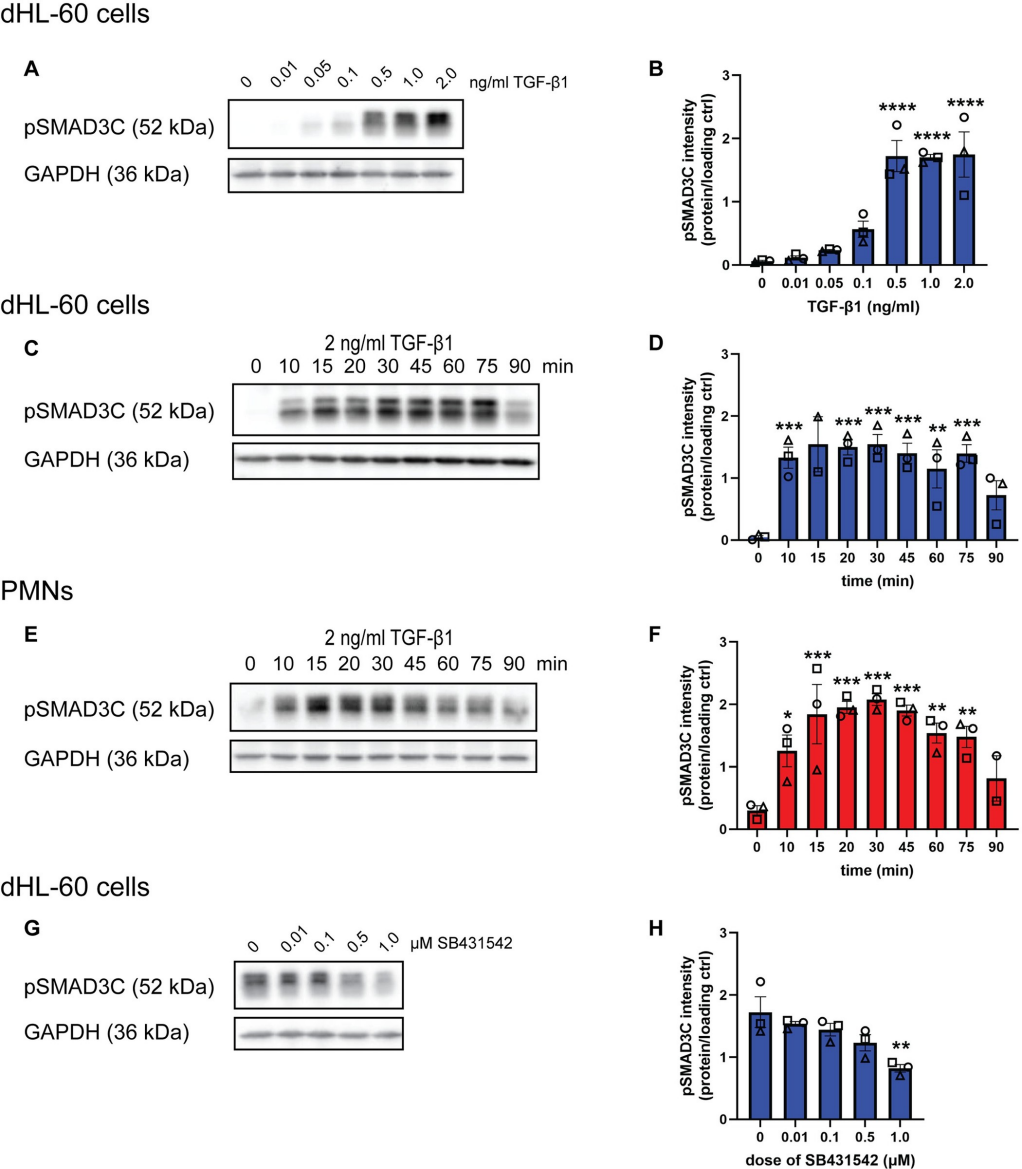
TGF-β1 induces canonical SMAD3 phosphorylation in neutrophils. **(A)** Immunoblots for pSMAD3C and GAPDH in dHL-60 cells in response to varying doses of TGF-β1. **(B)** Quantification of (A). **(C)** Immunoblots of pSMAD3C and GAPDH in dHL-60 cells in response to 2 ng/ml TGF-β1 after pretreatment with varying doses of SB431542. **(D)** Quantification of (C). **(E, G)** Immunoblots of pSMAD3C and GAPDH in (E) dHL-60 cells or (G) PMNs in response to 2 ng/ml TGF-β1 from 0 to 90 min. **(F)** Quantification of (E). **(H)** Quantification of (G). All blots are representative of three independent experiments. All quantification graphs depict intensity of the protein of interest normalized to the intensity of the loading control. Data shown are mean ±SEM with individual dots representing individual experiments. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.0001, ****P ≤ 0.0001 when compared with 0 ng/ml TGF-β1 (B), 0 μM SB431542 (D), or time 0 (F, H) (one-way ANOVA with Dunnett’s multiple comparisons test). Raw data are available in S1 and S2 Files.

In addition to the SMAD-dependent canonical pathway, TGF-β signals through noncanonical pathways in various types of epithelial cells [49]. One of the noncanonical signaling pathways activates ERK1/2 [49]. Because signaling through ERK1/2 is involved in the regulation of neutrophil migration [50], we investigated if TGF-β1 signaling activates ERK1/2 in neutrophils by monitoring its phosphorylation status over time. When PMNs were treated with 2 ng/ml TGF-β1, we found a ~2-fold increase in pERK1/2 levels after 10–20 min, followed by a gradual decrease over the ensuing 90 min (Fig 3A and 3B). In dHL-60 cells, we detected a high basal pERK1/2 that gradually went down over time in response to TGF-β1 treatment (Fig 3C and 3D). The high basal pERK1/2 in dHL-60 cells is likely due to a mutation in the gene encoding neuroblastoma RAS viral oncogene homolog (NRAS) [51]. Together, these results establish that TGF-β1 noncanonically induces moderate activation of ERK1/2 in PMNs.

**Fig 3:**
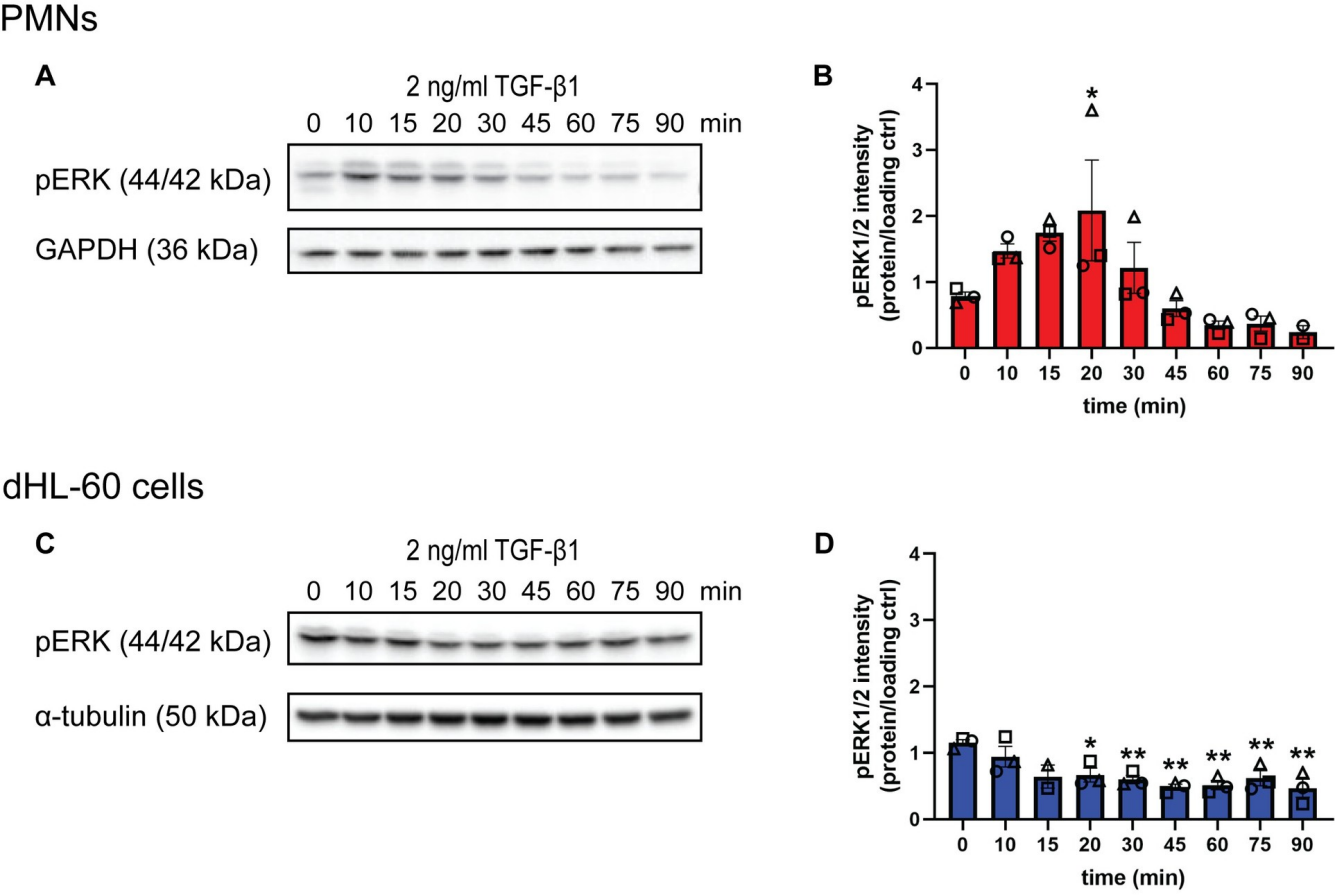
TGF-β1 noncanonically activates ERK1/2 in primary neutrophils. **(A)** Immunoblots of pERK1/2 and GAPDH in PMNs in response to 2 ng/ml TGF-β1 from 0 to 90 min. **(B)** Quantification of (A). **(C)** Immunoblots of pERK1/2 and α-tubulin in dHL-60 cells in response to 2 ng/ml TGF-β1 from 0 to 90 min. **(D)** Quantification of (C). All blots are representative of three independent experiments. All quantification graphs depict intensity of the protein of interest normalized to the intensity of the loading control. Data shown are mean ±SEM with individual dots representing individual experiments. *P ≤ 0.05, **P ≤ 0.01 when compared time 0 (one-way ANOVA with Dunnett’s multiple comparisons test). Raw data are available in S1 and S2 Files.

### TGF-β1 present in TCM harvested from invasive breast cancer cells activates SMAD3 signaling in neutrophils

To determine the relevance of TGF-β signaling in the context of the tumor-secreted factors of invasive breast cancer cell lines [25], we set out to assess SMAD3 and ERK1/2 activation in neutrophils treated with M4 TCM over time. As expected, we measured an increase in the levels of pSMAD3C in TCM-treated dHL-60 cells and PMNs (Fig 4A–4D), although the kinetics were slower in both cell types compared to TGF-β1 treatment alone (compare with Fig 2E–2H). To determine if the M4 TCM-dependent phosphorylation of SMAD3 is due to the TGF-β1 present in the TCM, we assessed the effects of SB431542 on M4 TCM-dependent pSMADC3 and found a dose-dependent inhibition of pSMADC3 levels (Fig 4E and 4F). These findings indicate that the TCM-induced SMAD3 phosphorylation is dependent on TGF-β1. We also measured a significant increase in pERK1/2 in TCM-treated PMNs (Fig 4G and 4H), as reported before [25]. Interestingly, the pERK1/2 levels were sustained over time, unlike the transient response observed with fMLF or the chemokine CXCL1 (S1 Fig) or TGF-β1 alone (Fig 3A and 3B), suggesting a potential synergistic effect between chemokines and TGF-β1 present in the TCM. In contrast, no strong increase in pERK1/2 was detected in TCM-treated dHL-60 cells (Fig 4I and 4J), likely due to the high basal level of pERK1/2 in dHL-60 cells as noted before (Figs 3C and 4D). Together, these findings show that TCM activates SMAD3 and ERK1/2 in PMNs.

**Fig 4:**
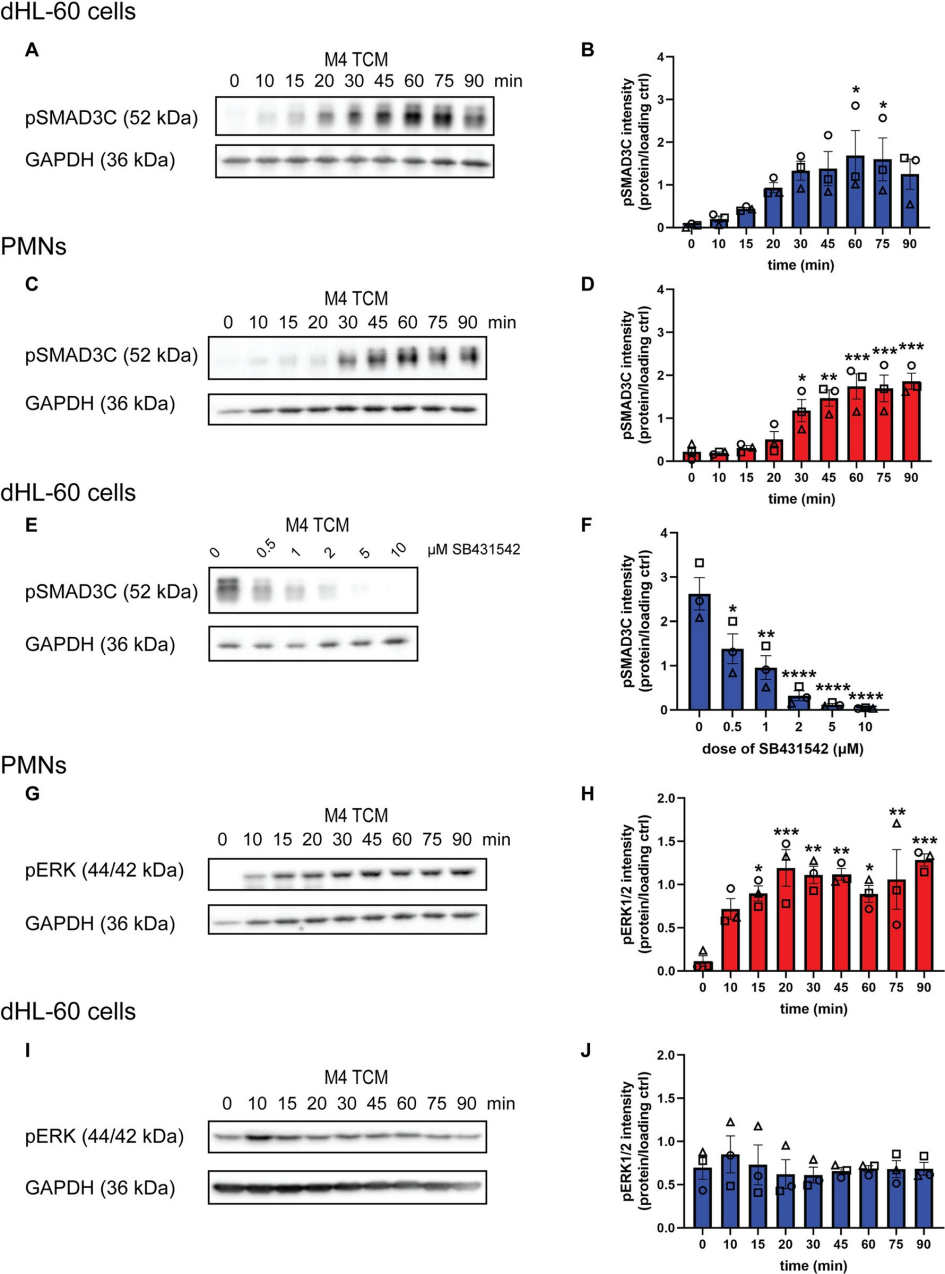
TGF-β1 present in TCM induces SMAD3 phosphorylation in neutrophils. **(A, C)** Immunoblots of pSMAD3C and GAPDH in (A) dHL-60 cells or (C) PMNs in response to M4 TCM from 0 to 90 min. **(B)** Quantification of (A). **(D)** Quantification of (C). **(E)** Immunoblots of pSMAD3C and GAPDH in dHL-60 cells in response to M4 TCM after pretreatment with varying doses of SB431542. **(F)** Quantification of (E). **(G, I)** Immunoblots of pERK1/2 and GAPDH in (G) PMNs or (I) dHL-60 cells in response to M4 TCM from 0 to 90 minutes. **(H)** Quantification of (G). **(J)** Quantification of (I). All blots are representative of three independent experiments. All quantification graphs depict intensity of the protein of interest normalized to the intensity of the loading control. Data shown are mean ±SEM with individual dots representing individual experiments. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.0001, ****P ≤ 0.0001 when compared with time 0 (one-way ANOVA with Dunnett’s multiple comparisons test). Raw data are available in S1 and S2 Files.

### TGF-β1 treatment does not induce the secretion of LTB_4_ in neutrophils

Because TCM activates sustained ERK1/2 signaling in neutrophils (Fig 4G and 4H) and ERK1/2 signaling is important for the secretion of leukotriene B_4_ (LTB_4_) [52, 53], a secondary chemoattractant critical for neutrophil migration [4], we set out to assess whether TCM induces the secretion LTB_4_ in PMNs. We treated PMNs with M4 TCM or positive control fMLF for 15 min and measured the LTB_4_ content in the supernatant. We detected significantly higher levels of LTB_4_ in the supernatant of PMNs in response to fMLF, compared to the vehicle control DMSO (Fig 5Ai). Interestingly, while LTB_4_ content in M4 TCM was negligible (average: 9.4 pg/ml, N = 2), neutrophils treated with M4 TCM released significantly higher levels of LTB_4_ compared to the media control–although LTB_4_ levels in response to M4 TCM were about ¼ of the levels measured in response to fMLF (Fig 5Aii). To determine which factor(s) in the TCM induces neutrophils to secrete LTB_4,_ we treated PMNs with factors prominently present in the M4 TCM—TGF-β1, CXCL1, or IL-8 [25]. Although PMNs produced on average 750 pg/ml LTB_4_ in response to the positive control fMLF, no single agent or combination of TGF-β1, CXCL1, or IL-8 stimulated the secretion of LTB_4_ when compared to the RPMI media control (Fig 5B).

**Fig 5:**
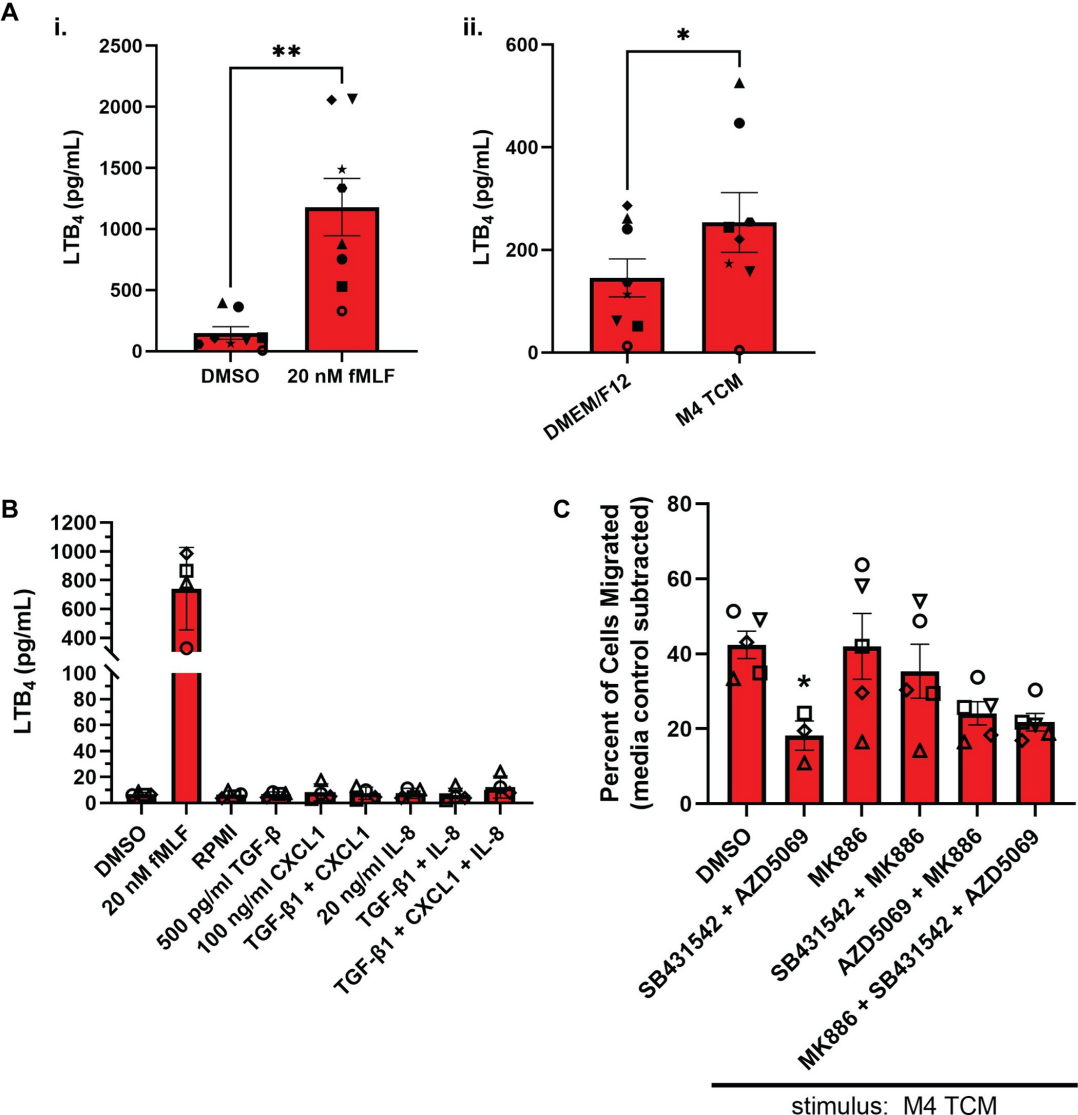
TGF-β1 does not induce secretion of LTB_4_. **(A, B)** Graphs depicting secreted LTB_4_ in response to various stimuli. N = 8 (Ai, Aii) and N = 4 (B) independent donors. **(B)** 500 pg/ml TGF-β1, 100 ng/ml CXCL1, and 20 ng/ml IL-8 were used whether alone or in combination. **(C)** Graph showing the percentage of PMNs that migrated in transwell assays in response to M4 TCM after pretreatment with various inhibitors. Inhibitors used were 1 μM AZD5069, 500 nM SB431542, and 100 nM MK886. All conditions contain the same amount of vehicle DMSO. N = 3–5 independent donors. Data shown are mean ±SEM with individual dots representing individual experiments. *P ≤ 0.05, **P ≤ 0.01 when compared to DMSO (Ai) or DMEM/F12 (Aii) using paired t-test or when compared to DMSO (C) using one-way ANOVA with Dunnett’s multiple comparisons test. Raw data are available in S2 File.

To determine if LTB_4_ production is important for neutrophils to migrate toward TCM, we pretreated PMNs with MK886 (5-Lipoxygenase Activating Protein (FLAP) inhibitor [35]), SB431542, or AZD5069 (a CXCR2 receptor antagonist [34]) and measured their migration toward M4 TCM using a transwell system. As previously reported, we found that ~40% of PMNs migrate toward M4 TCM in the presence of vehicle control and that this migration was significantly reduced by about half in the presence of SB431542 and AZD5069 (Fig 5C) [25]. PMN migration remained intact in the presence of MK886 alone and when MK886 was paired with SB431542, suggesting that TGF-β signaling and LTB_4_ production do not coordinate to promote neutrophil migration (Fig 5C). However, similar to the decrease observed when AZD5069 and SB431542 are used together, we observed a decrease in the migration toward TCM when MK886 was used in combination with AZD5069, suggesting that LTB_4_ production is important for neutrophil migration toward TCM in the absence of chemokine signaling (Fig 5C). When SB431542 is added to MK886 and AZD5069, no further decrease in migration is observed. Taken together, these findings indicate that neutrophils partially rely on LTB_4_ to migrate toward TCM. However, TGF-β1 by itself or in combination with other factors does not induce neutrophils to secrete LTB_4_.

### TGF-β1 stimulates the expression of canonical TGF-β targets and pro-tumor genes

We next investigated whether TGF-β1 alters the expression of genes that are relevant for neutrophil migration or tumor-associated functions of neutrophils. 

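dHL-60 cells are cells of the human promyelocytic leukemia line HL-60 after 4 days of differentiation toward neutrophils. RNA was sequenced from untreated cells and from cells incubated for 30 min in plain IMDM, in IMDM with 2 ng/ml TGF-β1, in plain DMEM/F12 or in M4 TCM, the serum-free DMEM/F12 conditioned by the breast cancer cell line MCF10CA1a (M4). Each of the 5 conditions has 3 libraries, which the sample labels number as replicates 1 to 3. The authors enriched poly-A RNA, trimmed the paired-end reads, mapped them with STAR to GRCh38 and counted them per gene of the GENCODE v40 annotation with featureCounts. The deposited values are these counts, without normalization, for 61598 genes listed by versioned Ensembl identifier. Of the identifiers, 42047 (68.3%) have a symbol in the gene table used here, and the others are given by their identifier. Positions are those of GENCODE release 44 on GRCh38, because release 40 was not used here. Between 34232214 and 47502143 counts were assigned to genes in each library, with a median of 39861708. The median was 40933038 for untreated cells, 38608072 for IMDM, 41246730 for TGF-β1, 39854639 for DMEM/F12 and 39861708 for M4 TCM. A gene with 3 counts, taken as the smallest level that a library can show, is at 0.0632 to 0.0876 CPM, a floor that covers counting error only. Libraries of one condition differed by more than counting error, with a chi-square per gene of 14.2 to 45.7 between replicates where counting error alone gives 1. Counts were compared with edgeR's quasi-likelihood test after TMM normalization, for the 16274 genes that passed edgeR's filter on low counts by group. One model was fitted to all 15 libraries, with a term for each group and a term for the replicate number. The paper used the RNA extraction date as its pairing variable, and the labels give replicate numbers and no dates, so the replicate number stood in for the date. After each group's mean was subtracted, libraries of different groups with the same replicate number had a mean Pearson r across genes of 0.268 over 30 pairs, from 0.114 to 0.459. Libraries with different numbers had a mean r of -0.134, from -0.364 to 0.0313, and the subtraction makes this mean negative whenever the other is positive. Genes are not independent replicates, so no p-value is attached to these correlations. As in the paper, expression of a gene was called altered at a Benjamini-Hochberg adjusted p-value under 0.1 and a fold change over 1.5. Levels are TMM-normalized CPM, given as mean ± SD over the 3 replicates of a condition.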

We performed bulk RNA-sequencing of dHL-60 cells that were either untreated (time 0) or stimulated for 30 min with TGF-β1, M4 TCM, or their respective media controls IMDM and DEM/F12. The 30 min timepoint was selected based on pilot studies assessing the TGF-β1-dependent expression of *PAI1* [54, 55] and *KLF10* [56], two known TGF-β targets (Fig 6A). In addition, to ensure that the cells responded to TGF-β1 before sending the samples for RNA-sequencing, we performed RT-qPCR for *KLF10* and another TGF-β target gene *SMAD7* [57], which showed on average 7.5-fold and 4.3-fold increases, respectively (Fig 6B).

**Fig 6:**
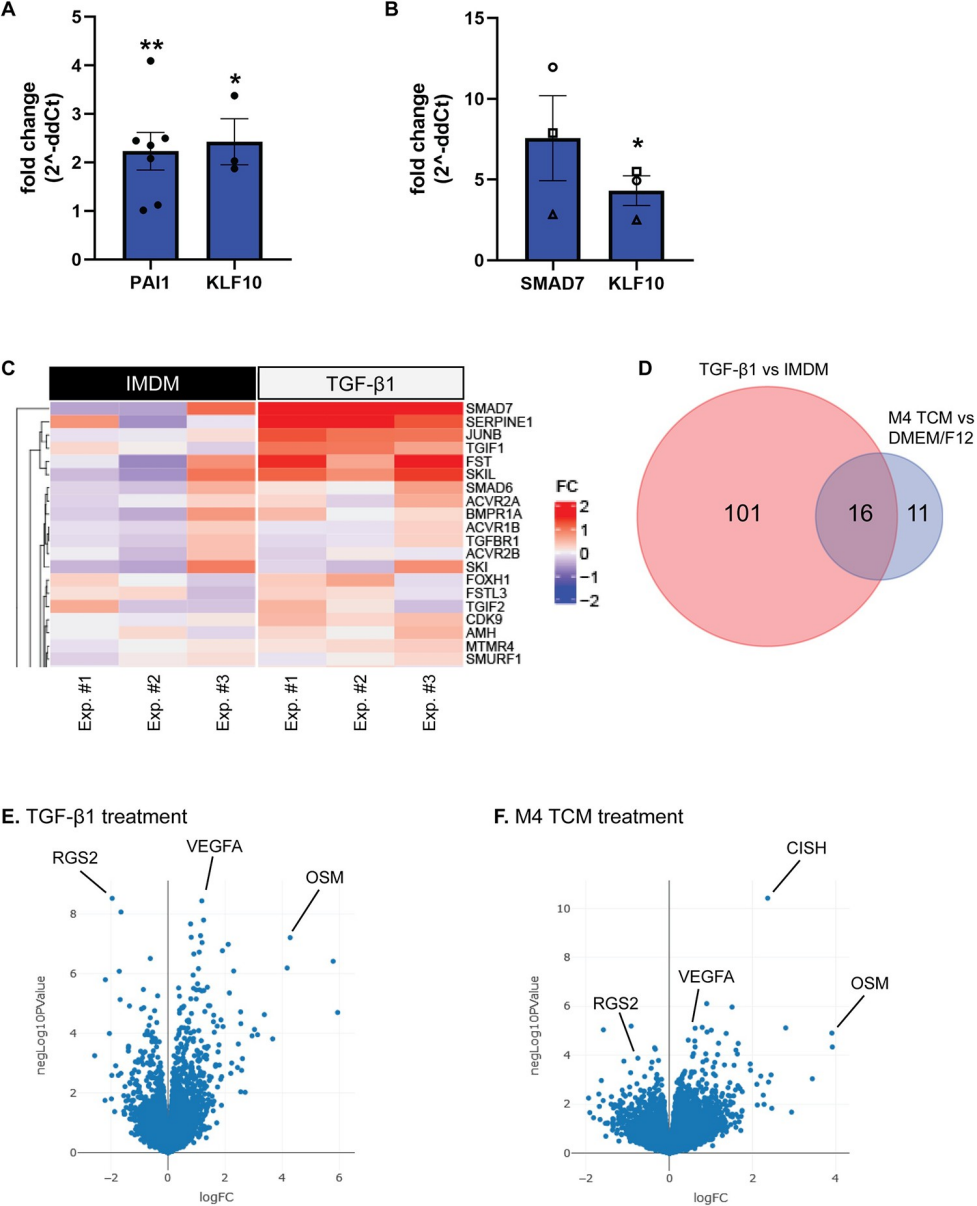
TGF-β1 and M4 TCM alter gene expression. **(A)** RT-qPCR for *PAI1* and *KLF10* expression in dHL-60 cells treated with 2 ng/ml TGF-β1 for 30 min. **(B)** RT-qPCR for *SMAD7* and *KLF10* expression in dHL-60 cells treated with 2 ng/ml TGF-β1 for 30 min that were sent for RNA-seq. Fold changes and statistics are relative to the media control at 30 min (A,B). **(C)** Heat map of Log2 Fold Change to mean IMDM expression for dHL-60 cells treated with either media control (IMDM) or TGF-β1 for 30 min. Plot contains the top 20 average Log2 Fold Change genes from ‘signaling by TGF-β family members (R-HSA-9006936)’ reactome pathway. **(D)** Venn diagram depicting the number of changed genes in the TGF-β1- and TCM-treated conditions relative to their respective media controls. **(E, F)** Volcano plots of differentially expressed genes identified in the (E) TGF-β1 treatment (IMDM media control) and the (F) M4 TCM treatment (DMEM/F12 media control). *P ≤ 0.05, **P ≤ 0.01 when compared to the time-matched media control using an unpaired t-test (A, B). Raw data are available in S2 File.

Significant changes in gene expression occurred for all conditions compared to untreated controls. 

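TGF-β1 in IMDM altered 1278 genes relative to untreated cells, of which 717 were higher and 561 lower. M4 TCM altered 2887 genes relative to untreated cells, of which 1407 were higher and 1480 lower. The change had the same direction in all 3 same-numbered pairs of libraries for 1271 of the genes altered with TGF-β1 and for 2824 of those altered with M4 TCM. In the model without the replicate number, 981 and 2621 genes were altered. The setting that moved these counts most, to 771 and 1827 genes, was limma-voom with the replicate number as a linear covariate and a minimum mean of 1 CPM, which was chosen after the values were seen. In all 4 comparisons with untreated cells, which share the untreated libraries, 708 genes were altered, 432 of them higher in all 4 and 276 lower in all 4.

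**Figure D1:**
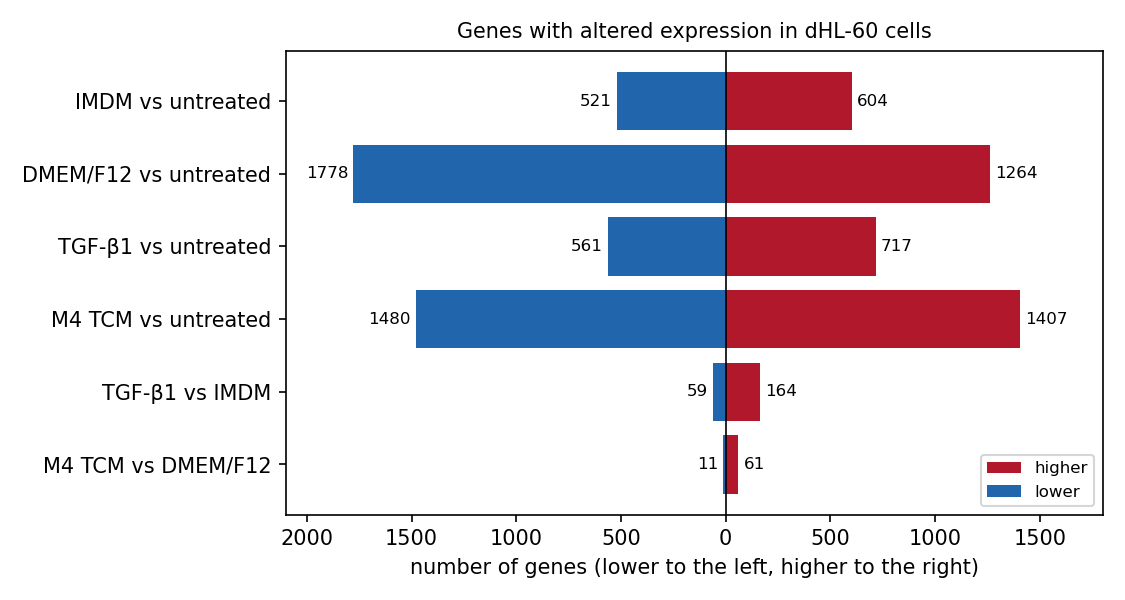
Number of genes with altered expression in each of 6 comparisons, as bars to the right for genes that were higher and to the left for genes that were lower, with the number at each bar. The bars against untreated cells reach 1778 genes (lower in DMEM/F12), and those of TGF-β1 and M4 TCM against their own media stay at or under 164 genes.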

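Relative to untreated cells, 1125 genes were altered after 30 min in IMDM, with 604 higher and 521 lower. In DMEM/F12, 3042 genes were altered, with 1264 higher and 1778 lower. The direction was the same in all 3 same-numbered pairs for 1103 of the genes in IMDM and for 2976 of those in DMEM/F12. For IMDM and untreated cells, libraries with the same number had a mean r of 0.211 and those with different numbers -0.105, and the model without the replicate number called 849 genes. For DMEM/F12 and untreated cells these values were 0.258 and -0.129, and that model called 2775 genes. Among the genes that changed in the same direction in all 3 pairs, the increases with the largest estimates in IMDM were those of EGR3, HCAR1 and FOSB. EGR3 (ENSG00000179388.9, chromosome 8, 22687659 to 22693480) was at 3.64 ± 1.52 in untreated cells and 407 ± 161 in IMDM, a log2 fold change of 6.79 (standard error 0.44, adjusted p = 7.3e-08). FOSB (ENSG00000125740.14, chromosome 19, 45467995 to 45475179) rose from 4.36 ± 1.08 to 377 ± 68.8, a log2 fold change of 6.42 (standard error 0.28, adjusted p = 1.8e-09). HCAR1 had at most 1 count in each untreated library, so its level of 1.12 ± 0.593 in IMDM was at least 17-fold higher, and so was that of 1.15 ± 0.122 in DMEM/F12. The largest decreases in IMDM were in RNAs of low abundance. SNORD99 fell by 2.43 on the log2 scale from 0.416 ± 0.165 (adjusted p = 0.0082), ZNF252P-AS1 fell by 2.39 (adjusted p = 0.014) and ENSG00000286004.1 fell by 2.25 from 0.518 ± 0.102 (adjusted p = 0.0033). The decrease of ZNF252P-AS1 was not called with DESeq2. In DMEM/F12 the increases with the largest estimates were those of RGMA, HCAR1 and OLR1. RGMA had 0 counts in each untreated library and was at 1.01 ± 0.275 in DMEM/F12, at least 15-fold higher. OLR1 (ENSG00000173391.9, chromosome 12, 10158301 to 10172138) rose from 0.106 ± 0.0981 to 9.89 ± 6.84, a log2 fold change of 6.49 (standard error 0.89, adjusted p = 3.9e-05). The largest decreases in DMEM/F12 were in genes without a symbol, of which ENSG00000272056.1 and ENSG00000288928.1 had at most 1 count in each DMEM/F12 library. ENSG00000272056.1 was at least 4.8-fold lower and ENSG00000288928.1 at least 2.3-fold lower than in untreated cells. The bound for ENSG00000288928.1 rests on untreated replicate 2 with 19 counts, because untreated replicates 1 and 3 had 4 and 3 counts, near the floor.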

Most remarkably, we found that incubation in plain media (IMDM or DMEM/F12), significantly altered the steady state mRNA levels of 938 and 2879 genes, respectively, suggesting that the composition of the media has effects on gene expression. 829 of these genes overlapped between the two media conditions (S2A Fig). 

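Of the genes altered in each medium, 969 were altered in both, where independent lists of these sizes would share 210 of the 16274 genes. The 2 comparisons use the same untreated libraries, so their lists are not independent. Expression was higher in both media for 528 of the shared genes, lower in both for 439 and changed in opposite directions for 2. A further 156 genes were altered in IMDM and not in DMEM/F12, and 2073 in DMEM/F12 and not in IMDM. The median log2 fold change of the shared genes was 0.678 in IMDM and 0.814 in DMEM/F12. In the model without the replicate number, 754 genes were shared.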

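The members of the reactome pathways were not used here, and hand-written lists of chemokine genes and of neutrophil granule genes stood in for them. The chemokine list names 71 ligands and receptors, of which 26 passed the filter on low counts. Of these 26, 18 were altered in IMDM, 20 in DMEM/F12, 17 with TGF-β1 and 20 with M4 TCM relative to untreated cells. Independent draws from the genes tested would give 1.8, 4.9, 2 and 4.6. One-sided Fisher's exact tests gave p = 4.2e-15, 7.4e-10, 9.4e-13 and 2.8e-10 after Bonferroni correction over the 4 lists tested. All 18 genes altered in IMDM were higher, and 16 of the 17 with TGF-β1 and 18 of the 20 in each of DMEM/F12 and M4 TCM were higher. With p-values adjusted within the list alone, 18, 20, 18 and 20 of the genes were altered. CXCL8 (ENSG00000169429.12, chromosome 4, 73740519 to 73743716), singled out after the values were seen, was at 150 ± 45.5 in untreated cells, 2200 ± 472 in IMDM, 1090 ± 237 in DMEM/F12, 1780 ± 448 with TGF-β1 and 1600 ± 365 with M4 TCM. Its log2 fold changes were 3.83, 2.82, 3.52 and 3.37, each with an adjusted p under the threshold. CXCR2 fell by 0.63 in DMEM/F12 (adjusted p = 2.8e-05) and by 0.80 with M4 TCM (adjusted p = 3.1e-06). Reads of CCL3 and CCL4 may be split with the paralogs CCL3L3 and CCL4L2, because the counting settings for such reads are not in the paper's text. The granule list names 123 genes, of which 110 passed the filter. Of these, 17 were altered in IMDM, 28 in DMEM/F12, 17 with TGF-β1 and 28 with M4 TCM, and the same numbers were altered after adjustment within the list. Independent draws would give 7.6, 21, 8.6 and 20. The Bonferroni-corrected p-values from the same exact test were 0.0057, 0.19, 0.021 and 0.11, so the list was over-represented in the IMDM and TGF-β1 comparisons and not in the other two. Against protein-coding genes alone as the background, they were 0.00023, 0.013, 0.0012 and 0.0068. Higher expression was seen for 17, 26, 16 and 26 of the altered granule genes.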

Some of the changes that occurred under all conditions compared to the untreated control clustered in the ‘chemokine receptors bind chemokines’ and ‘neutrophil degranulation’ reactome pathways (S2B and S2C Fig).

In response to TGF-β1 treatment, only 117 genes showed altered expression when compared to its media control IMDM. 

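Relative to IMDM, 223 genes were altered by TGF-β1, of which 164 were higher and 59 lower, each in the same direction in all 3 same-numbered pairs. For TGF-β1 and IMDM, libraries with the same number had a mean r of 0.273 and those with different numbers -0.136. The model without the replicate number, which was the setting that moved this count most, called 89 genes, 70 higher and 19 lower, and all 89 were among the 223. Leaving out replicates gave counts from 122 to 231. The largest increases were those of ID1, HES1 and OSM. ID1 (ENSG00000125968.9, chromosome 20, 31605283 to 31606515) was at 0.315 ± 0.131 in IMDM and 17.3 ± 3.81 with TGF-β1, a log2 fold change of 5.78 (standard error 0.41, adjusted p = 1.3e-06). HES1 (ENSG00000114315.4, chromosome 3, 194136148 to 194138732) rose from 0.162 ± 0.129 to 8.6 ± 3.4, a log2 fold change of 5.72 (standard error 0.34, adjusted p = 3.4e-07). The largest decreases were those of C22orf42, EDN1 and S1PR1. C22orf42 fell by 2.34 (standard error 0.54, adjusted p = 0.034) from a level of 0.282 ± 0.105, and it was not called in the model without the replicate number. EDN1 fell by 2.21 (standard error 0.21, adjusted p = 2.3e-05) from 3.77 ± 0.605 to 0.812 ± 0.215, and S1PR1 by 2.06 (standard error 0.34, adjusted p = 0.0029) from 1.23 ± 0.175 to 0.293 ± 0.0922. Both stayed above their level in untreated cells, which was 0.0986 ± 0.0428 for EDN1 and 0.0391 ± 0.0511 for S1PR1.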

As expected, analysis of the RNAseq data using the reactome pathway ‘signaling by TGF-β family members’ revealed that several genes are upregulated in response to TGF-β1 treatment (Fig 6C, S1 Table) and are overrepresented in the list of differentially expressed genes, as confirmed by Fisher’s exact test (Table 2). However, no statistical enrichment in pathways involving chemokines and related signaling pathways or in the LTB_4_ synthesis machinery/arachidonic acid metabolism were detected with the reactome pathway analysis (Table 2). 

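A hand-written list of 110 genes of TGF-β family signaling stood in for the reactome pathway, and 88 of them passed the filter on low counts. Of the 88, 8 were altered by TGF-β1 relative to IMDM, where 1.2 would be altered if membership and alteration were independent. Fisher's exact test, one-sided, gave an odds ratio of 7.43 and p = 0.00011 after Bonferroni correction over the 4 lists. The setting that moved it most raised the corrected p from the exact test to 0.0055. Adjustment within the list also gave 8 altered genes. Genes with higher expression included JUNB, TGIF1, SMAD7, SKIL, FST and LTBP3, and CDKN2B had lower expression. SMAD7 (ENSG00000101665.10, chromosome 18, 48919853 to 48950965) rose from 22.6 ± 15.9 to 218 ± 54.9, a log2 fold change of 3.47 (standard error 0.30, adjusted p = 7.4e-06), with 4.20, 3.52 and 2.61 in the 3 pairs. SKIL, FST, LTBP3 and CDKN2B were not called in the model without the replicate number. All 20 genes of Fig. 6C were tested, and 6 of them were altered. Among the other 14 was SKI, with a log2 fold change of 0.10 (standard error 0.06, adjusted p = 0.88) that was positive in 2 of the 3 pairs. ACVR2B had the only negative estimate of the 20, at -0.09 (standard error 0.13, adjusted p = 0.99), and its sign changed when replicate 3 was left out. The signs of the small changes in TGFBR1, TGIF2, BMPR1A and ACVR1B also changed when single libraries were left out. The hand-written list was also over-represented in plain IMDM relative to untreated cells, with 13 of the 88 genes altered (corrected p = 0.029, exact test). For M4 TCM relative to DMEM/F12, 3 were altered (corrected p = 0.028, exact test). Relative to untreated cells it was not over-represented in DMEM/F12, with TGF-β1 or with M4 TCM.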

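Of the 26 chemokine ligands and receptors tested, 3 were altered by TGF-β1 relative to IMDM, where 0.36 would be altered by independent draws. CXCL3 fell by 1.70 (standard error 0.20, adjusted p = 0.00014) from 3.88 ± 1.71 to 1.2 ± 0.577. CXCR5 rose by 1.21 on the log2 scale (standard error 0.22, adjusted p = 0.0073) from 1.75 ± 1.42, and CCL20 by 0.94 (standard error 0.24, adjusted p = 0.073) from 2.7 ± 1.36. One-sided Fisher's exact test with Bonferroni correction over the 4 lists gave p = 0.021 for this list, which is not the reactome pathway. In the model without the replicate number none of these 3 genes was called and the corrected p from the exact test was 1. With only the TGF-β1 and IMDM libraries in the model it was 0.11, and at an adjusted p-value under 0.05 it was 0.14. The median log2 fold change of the 26 genes was -0.093, and 5 were altered after adjustment within the list. CXCL1 has 0 counts in every library of the deposited table and was not tested. The list of 42 arachidonic acid and leukotriene genes had 27 genes tested and 1 altered, PTGS2, which was lower. The corrected p from the same exact test was 1 and the median log2 fold change was 0.026. Of the 110 granule genes, 2 were altered, PLAU being higher and PTX3 lower, again with a corrected p of 1.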

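The 8 class A1 receptor pathway genes and the 12 interleukin signaling genes of S1 Table were all altered by TGF-β1 relative to IMDM. The members of these reactome pathways were not used here, so their over-representation was not tested. Of the 8, GPR35 and S1PR2 were higher and ADRB1, CXCL3, EDN1, GPR65, PTGER4 and S1PR1 lower. GPR35 (ENSG00000178623.13, chromosome 2, 240605430 to 240633159) rose from 20 ± 1.15 to 40 ± 5.52, a log2 fold change of 1.00 (standard error 0.09, adjusted p = 1.4e-05). S1PR2 (ENSG00000267534.4, chromosome 19, 10221433 to 10231331) rose from 2.19 ± 2.04 to 18.1 ± 6.31, a log2 fold change of 3.27 (standard error 0.28, adjusted p = 7.3e-06). Without the replicate number the adjusted p of S1PR2 was 0.12. ADRB1 fell by 1.64 (standard error 0.11, adjusted p = 9.9e-07) from 10.9 ± 0.696 to 3.5 ± 0.367. GPR65 fell by 0.63 (adjusted p = 0.00036) and PTGER4 by 0.73 (adjusted p = 0.0051). GPR65 and CXCL3 were not called without the replicate number, with an adjusted p of 0.22 for each. Of the 12 interleukin signaling genes, 8 were higher, VEGFA, OSM, JUNB, CISH, SOCS1, NFKBIA, CDKN1A and CLCF1, and 4 were lower, CEBPD, DUSP6, S1PR1 and PTGS2. CDKN1A rose by 1.60 (standard error 0.15, adjusted p = 1.3e-05), SOCS1 by 1.47 (standard error 0.20, adjusted p = 0.00049), NFKBIA by 0.82 (adjusted p = 0.00032) and CLCF1 by 0.80 (adjusted p = 0.0063). PTGS2 fell by 1.38 (standard error 0.21, adjusted p = 0.0014) from 36.2 ± 9.11 to 13.7 ± 2.36, above the 4.93 ± 0.703 of untreated cells. DUSP6 fell by 0.72 (adjusted p = 0.0016) and CEBPD by 0.62 (adjusted p = 3.8e-05), and both also stayed above untreated cells. With M4 TCM relative to DMEM/F12, none of the 8 and 5 of the 12 were altered, and the unadjusted p was under 0.05 for 1745 of all genes tested.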

We did observe enrichment in the number of significantly altered transcripts in the ‘Class A1 (rhodopsin-like receptors)’ reactome pathway, a large subfamily of GPCRs, as well as in the ‘signaling by interleukins’ reactome pathway (Table 2). The genes that were significantly changed in these pathways are shown in S1 Table.

Only 27 genes showed altered expression in response to M4 TCM treatment relative to its media control DMEM/F12. 

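Relative to DMEM/F12, 72 genes were altered by M4 TCM, of which 61 were higher and 11 lower, each in the same direction in all 3 same-numbered pairs. For M4 TCM and DMEM/F12, libraries with the same number had a mean r of 0.233 and those with different numbers -0.116. The model without the replicate number called 23 genes, 20 higher and 3 lower, all of them among the 72. The omission of the filter on low counts gave the highest count, 192 genes, and limma-voom with replicates 2 and 3 as one level, chosen after the values were seen, the lowest, 20, and leaving out replicates gave counts from 41 to 68. The largest increases were again those of ID1, OSM and HES1. ID1 rose from 0.273 ± 0.0824 to 4.9 ± 2.79, a log2 fold change of 4.06 (standard error 0.47, adjusted p = 0.00053), and HES1 from 0.217 ± 0.0479 to 2.9 ± 1.67, a log2 fold change of 3.63 (standard error 0.37, adjusted p = 2e-04). With the replicate number as a linear covariate in limma-voom, a setting chosen after the values were seen, HES1 was not called. The largest decreases were those of RCVRN, KCNJ2 and UCKL1-AS1. KCNJ2 (ENSG00000123700.5, chromosome 17, 70168673 to 70180044) fell by 1.60 (standard error 0.17, adjusted p = 0.00029) from 4.42 ± 1.45 to 1.46 ± 0.317. RCVRN fell by 1.75 (standard error 0.36, adjusted p = 0.048) and UCKL1-AS1 by 1.03 (standard error 0.21, adjusted p = 0.048). RCVRN and UCKL1-AS1 were not called without the replicate number. RCVRN was also not called in 8 of 9 fits that left out replicates.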

Remarkably, 16 of these genes were changed in both the TGF-β1 and M4 TCM treatment conditions (Fig 6D, Table 3). 

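Expression of 44 genes was altered both by TGF-β1 relative to IMDM and by M4 TCM relative to DMEM/F12, where independent lists of these sizes would share 0.987 genes. The 2 comparisons have no library in common. Both come from the model fitted to all 15 libraries and share its estimate of each gene's spread, so their lists are not fully independent. Of the 44, 39 were higher in both, 4 were lower in both and 1, ENSG00000234389.1, changed in opposite directions. In the model without the replicate number 15 genes were shared. All 16 genes of Table 3 were among the 44. Of these 16, RGS2 was lower and the other 15 were higher with both treatments. KLF10 (ENSG00000155090.15, chromosome 8, 102648784 to 102655725) was at 61.1 ± 9.93 in IMDM and 269 ± 72.5 with TGF-β1, and at 88.2 ± 17 in DMEM/F12 and 228 ± 42.1 with M4 TCM. Its log2 fold changes were 2.14 (standard error 0.19, adjusted p = 9.1e-06) and 1.36 (standard error 0.18, adjusted p = 0.0017). DDIT4 rose by 2.31 (adjusted p = 5.5e-08) and 1.66 (adjusted p = 4.6e-06), MIR23AHG by 1.34 (adjusted p = 0.00049) and 1.50 (adjusted p = 0.00081), and CEBPB by 1.11 (adjusted p = 1.3e-06) and 1.02 (adjusted p = 9.3e-06). IER2 rose by 1.24 and 0.90, JUNB by 1.10 and 0.80, MIDN by 1.15 and 0.62, PLAU by 0.90 and 0.62, and each adjusted p was 0.0043 or smaller. PLK3 rose by 1.19 (adjusted p = 0.00069) and 0.80 (adjusted p = 0.049) and ENSG00000260293.2 by 0.90 (adjusted p = 0.014) and 0.90 (adjusted p = 0.042). With M4 TCM, neither PLK3 nor ENSG00000260293.2 was called without the replicate number. Among the 9 fits that left out replicates, ENSG00000260293.2 was not called with M4 TCM in 9, PLK3 in 8, TGIF1 in 5, PLAU in 3 and MIDN in 1, and with TGF-β1 ENSG00000260293.2 was not called in 3. TGIF1 rose by 0.88 (adjusted p = 0.00014) and 0.59 (adjusted p = 0.016), and the second value lies at the threshold of 0.585, so that TGIF1 was not called with M4 TCM under 10 of 11 other settings, where it was 0.56 to 0.59. Of the 164 genes raised by TGF-β1, 146 also had a higher estimate with M4 TCM, with a median log2 fold change of 0.449 there. Of the 61 raised by M4 TCM, 57 had a higher estimate with TGF-β1, with a median of 0.903.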

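VEGFA (ENSG00000112715.26) lies on chromosome 6 from 43770184 to 43786487. Its level was 122 ± 6.3 in untreated cells, 112 ± 17.2 in IMDM and 252 ± 18.8 with TGF-β1, a log2 fold change of 1.18 relative to IMDM (standard error 0.09, adjusted p = 2.2e-06). It was 102 ± 12.7 in DMEM/F12 and 157 ± 5.89 with M4 TCM, a log2 fold change of 0.62 (standard error 0.09, adjusted p = 0.0025) with 0.45, 0.69 and 0.73 in the 3 pairs. Leaving out replicates gave 0.53 to 0.71 for M4 TCM, and in 3 of 9 such fits VEGFA was not called. It was also not called with M4 TCM after an offset for exon length, chosen after the values were seen, with a log2 fold change of 0.58. OSM (ENSG00000099985.4) lies on chromosome 22 from 30262829 to 30266851. Its level was 1.89 ± 1.15 in untreated cells, 2.44 ± 1.33 in IMDM and 47.3 ± 9.54 with TGF-β1, a log2 fold change of 4.34 (standard error 0.21, adjusted p = 5.5e-08). It was 0.714 ± 0.493 in DMEM/F12 and 11 ± 5.4 with M4 TCM, a log2 fold change of 3.92 (standard error 0.28, adjusted p = 6.1e-06). In DMEM/F12 alone OSM was lower than in untreated cells, with a log2 fold change of -1.37 (standard error 0.36, adjusted p = 0.0062). Relative to untreated cells it was higher by 4.73 with TGF-β1 (standard error 0.22, adjusted p = 2.8e-09) and by 2.55 with M4 TCM (standard error 0.23, adjusted p = 6.6e-07).

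**Figure D2:**
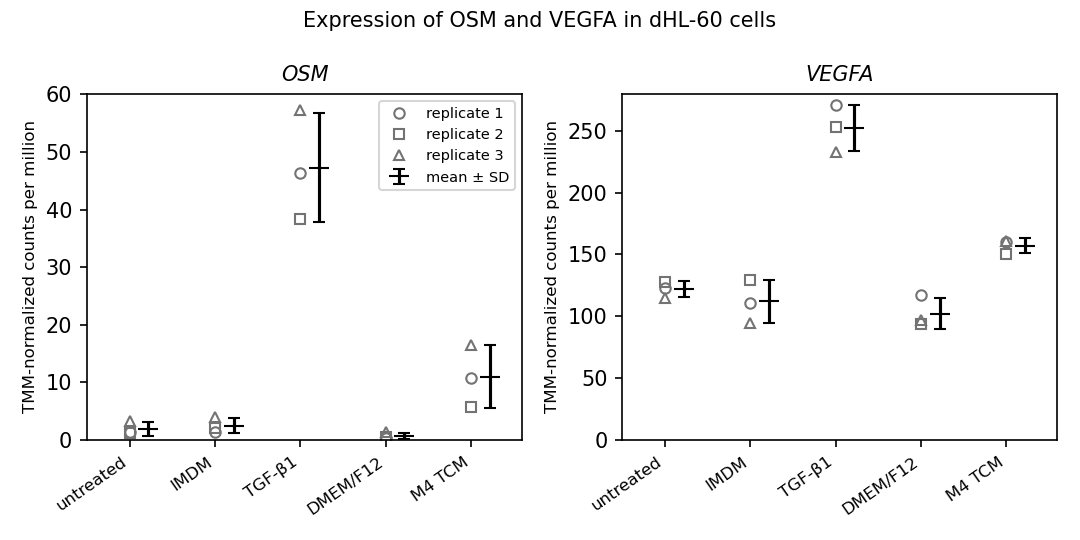
Levels of OSM and VEGFA in TMM-normalized CPM for the 5 conditions, with an open symbol for each replicate and a bar for the mean ± SD over 3 replicates. The 3 TGF-β1 replicates of OSM sit between 38.3 and 57.3, and those of VEGFA between 233 and 271, all above the replicates in IMDM.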

Of these 16 genes, the expression of two genes with known roles in the tumor-promoting functions of neutrophils was upregulated: vascular endothelial growth factor A (*VEGFA*) [58–60] and oncostatin M (*OSM*) [18, 61] (Fig 6E and 6F). Furthermore, regulator of G protein signaling 2 (*RGS2*) was downregulated in both treatment conditions, although further investigation is needed to understand the implications of this change in the context of tumor-secreted factors. It is also important to note that cytokine inducible SH2 containing protein (*CISH*) is significantly upregulated in the M4 TCM treatment condition; however, the biological significance in this context is unknown (Fig 6F). 

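RGS2 (ENSG00000116741.8) lies on chromosome 1 from 192809039 to 192812275. Its level was 332 ± 49.8 in IMDM and 85.2 ± 4.87 with TGF-β1, a log2 fold change of -1.96 (standard error 0.12, adjusted p = 4e-07) with -2.22, -1.95 and -1.69 in the 3 pairs. It was 240 ± 38.2 in DMEM/F12 and 143 ± 28.2 with M4 TCM, a log2 fold change of -0.75 (standard error 0.12, adjusted p = 0.0071) with -0.78, -0.69 and -0.78 in the 3 pairs. In 1 of 9 fits that left out replicates RGS2 was not called with M4 TCM. Untreated cells were at 27.4 ± 2.52, so that RGS2 rose in both plain media, by 3.59 in IMDM (standard error 0.13, adjusted p = 5.5e-10) and by 3.12 in DMEM/F12 (standard error 0.13, adjusted p = 3.9e-10). With TGF-β1 it stayed 1.63 above untreated cells on the log2 scale (adjusted p = 4.5e-07) and with M4 TCM 2.37 above them (adjusted p = 5e-09).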

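CISH (ENSG00000114737.16) lies on chromosome 3 from 50606489 to 50611774. Its level was 14.2 ± 3.11 in DMEM/F12 and 72.3 ± 15.7 with M4 TCM, a log2 fold change of 2.35 (standard error 0.10, adjusted p = 2.5e-08) with 2.34, 2.60 and 2.11 in the 3 pairs. Under the other settings this log2 fold change lay between 2.34 and 2.36, and between 2.24 and 2.47 when replicates were left out. It was 10 ± 1.59 in IMDM and 20.5 ± 1.02 with TGF-β1, a log2 fold change of 1.04 (standard error 0.11, adjusted p = 5e-05). Untreated cells were at 13.3 ± 0.696, and CISH passed the thresholds relative to them in neither plain medium, at -0.41 in IMDM (adjusted p = 0.022), under the fold change threshold, and 0.07 in DMEM/F12 (adjusted p = 0.62).

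**Figure D3:**
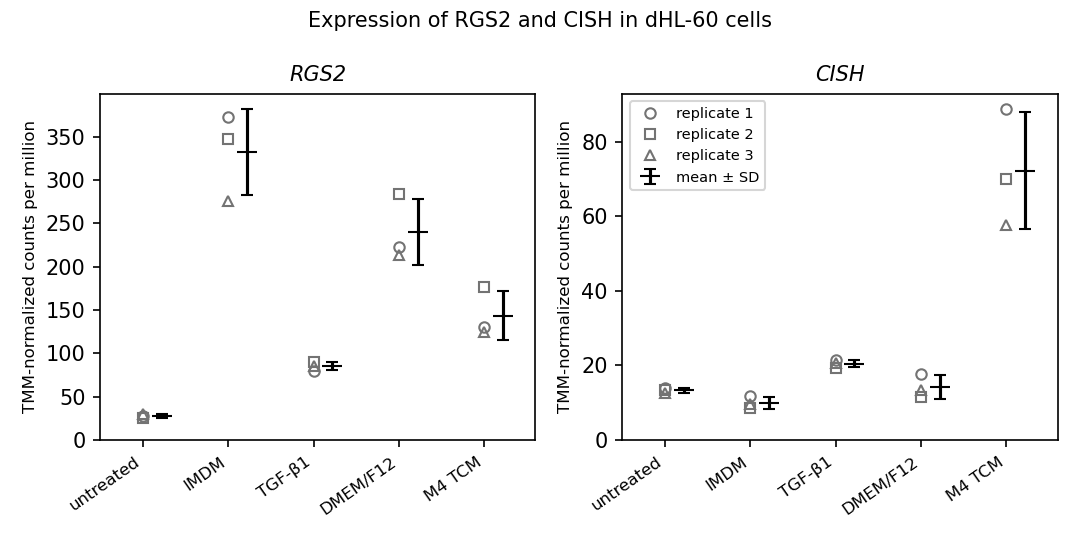
Levels of RGS2 and CISH in TMM-normalized CPM for the 5 conditions, with an open symbol for each replicate and a bar for the mean ± SD over 3 replicates. The replicates of CISH sit between 57.8 and 89 with M4 TCM and at or under 17.6 in DMEM/F12, and those of RGS2 sit between 80 and 89.6 with TGF-β1 and at or above 276 in IMDM.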

Altogether, these results indicate that neutrophil-like cells alter their gene expression in response to TGF-β1 and M4 TCM and upregulate *OSM* and *VEGFA* within 30 min of treatment.

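The response of OSM to TGF-β1 exceeded its response to M4 TCM by 0.42 on the log2 scale (standard error 0.42, adjusted p = 0.96), and that of VEGFA by 0.56 (standard error 0.12, adjusted p = 0.12), so neither difference between the 2 treatments passed the threshold. VEGFA was 1.04 above untreated cells with TGF-β1 (standard error 0.09, adjusted p = 9.5e-07). With M4 TCM it was 0.37 above them (standard error 0.09, adjusted p = 0.0035), under the fold change threshold. From these results taken together, the paper states that neutrophil-like cells change their gene expression with TGF-β1 and M4 TCM and raise OSM and VEGFA within 30 min.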

**Table 3:** Genes changed in response to both TGF-β1 and M4 TCM treatment.

Gene	TGF-β1 Log2FC	TGF-β1 Adj P-value	M4 TCM Log2FC	M4 TCM Adj P-value
**RGS2**	-1.95	<0.0001	-0.75	0.0794
**VEGFA**	1.18	<0.0001	0.62	0.017
**MIDN**	1.14	0.0001	0.62	0.0414
**IER2**	1.25	0.0001	0.9	0.0058
**OSM**	4.28	0.0001	3.91	0.0174
**KLF10**	2.11	0.0002	1.37	0.0174
**PLAU**	0.9	0.0003	0.61	0.0304
**JUNB**	1.09	0.0003	0.79	0.017
**ID1**	5.78	0.0004	3.92	0.0414
**DDIT4**	2.3	0.0007	1.66	0.0334
**TGIF1**	0.88	0.0009	0.58	0.0603
**CISH**	1.04	0.0016	2.36	<0.0001
**PLK3**	1.19	0.002	0.81	0.097
**MIR23AHG**	1.38	0.002	1.51	0.0058
**CEBPB**	1.11	0.002	1.01	0.017
**ENSG00000260293.2**	0.89	0.0317	0.89	0.0911

## Discussion

One of several ways TGF-β supports tumor progression is through immunosuppression. For example, TGF-β has been reported to suppress the proliferation and activation of T cells [62] and to skew neutrophils to a tumor-promoting phenotype [20–23]. As most of the studies investigating the effects of TGF-β on neutrophils in the context of cancer were performed *in vivo*, our goal was to determine the direct effects of TGF-β on neutrophil signaling and migration *in vitro*.

In this study, we used both primary neutrophils and neutrophil-like HL-60 cells to characterize TGF-β signaling pathways, evaluate migration response, and probe for gene expression in response to stimulation with recombinant TGF-β1 or TCM containing TGF-β1. We found that TGF-β1 signals both canonically and noncanonically in neutrophils and activates expression of genes implicated in tumor promotion. However, TGF-β1 alone does not stimulate neutrophil migration nor induce transcription of genes associated with neutrophil migration.

We previously reported a combined effect of tumor-derived TGF-β1 and chemokines in driving neutrophil recruitment induced by conditioned media harvested from aggressive breast cancer cell lines [25]. However, the ability of TGF-β signaling to mediate neutrophil migration remains controversial. For instance, systemic *in vivo* inhibition of TGF-βRI in murine models of lung cancer and mesothelioma results in an influx of neutrophils to the primary tumors [20]. In contrast, in an organoid transplantation model of murine intestinal adenocarcinoma, neutrophil-specific deficiency of TGF-βRI leads to fewer neutrophils in the primary tumors [26]. *In vitro* studies have also led to contradictory findings pertaining to TGF-β1-mediated neutrophil migration. While Reibman *et al*. reported that neutrophils migrated toward TGF-β1 at very low concentrations, with peak migration at 1 pg/ml [28], Shen *et al*. reported that neutrophils do not migrate toward TGF-β1 at concentrations of 1 or 100 pg/ml. Using a wide concentration range of TGF-β1 in both transwell and underagarose migration assays, we now report that neither neutrophils nor dHL-60 cells migrate towards TGF-β1, confirming the findings from Shen *et al*. and showing TGF-β1 signaling does not regulate neutrophil recruitment. We do note that the TGF-β1 concentration range used in our study was higher than Reibman *et al*. While we cannot rule out that lower TGF-β1 concentrations could induce neutrophil migration, we selected the TGF-β1 concentration range based on the amount of TGF-β1 we previously measured in M4 TCM [25], thereby making our findings relevant to our experimental conditions. In addition, we observed that TGF-β1 treatment does not induce changes in the reactome pathways that regulate neutrophil migration/chemotaxis, thereby further validating our functional findings.

LTB_4_ secretion and relay to neighboring cells is essential to amplify neutrophil recruitment to sites of inflammation and injury [4, 63]. As we found that TCM induces LTB_4_ secretion in neutrophils, we hypothesized that LTB_4_ has the potential to regulate neutrophil recruitment to tumors. Indeed, we found that TCM-induced neutrophil chemotaxis is inhibited when LTB_4_ synthesis is blocked in the presence of a chemokine receptor antagonist. As neutrophils did not secrete LTB_4_ when stimulated with TGF-β1, CXCL1, or IL-8 –three components present in abundance in M4 TCM–alone or in combination, we reason that the secretion of LTB_4_ in response to TCM is complex and that further investigation is required to tease apart which factor/s in the TCM are responsible for this response.

TGF-β signals canonically through SMAD2/3 and noncanonically through other pathways, such as PI3K/Akt, MAPKs, and Rho-family GTPases [49]. We found that stimulation of neutrophils with TGF-β1 leads to the phosphorylation of SMAD3, as recently reported by Wang *et al*. [64]. We also discovered that M4 TCM phosphorylates SMAD3 in neutrophils and dHL-60 cells. Although the presence of chemokines such as CCL2 may lead to SMAD3 phosphorylation [65], using a TGF-β1 receptor specific inhibitor, we confirmed that tumor-secreted TGF-β1 is solely responsible for the pSMAD3 response in TCM-treated cells. This SMAD3 phosphorylation is sustained for up to 90 min. Interestingly, we also found that TGF-β1 leads to the phosphorylation of ERK1/2, with a peak around 10–20 min. However, stimulating PMNs with TCM resulted in sustained phosphorylation of ERK1/2, as opposed to a short peak observed with either TGF-β1 or fMLF. How tumor-secreted TGF-β1 and chemokines coordinate to induce such sustained responses needs to be addressed in future studies because sustained versus transient ERK1/2 phosphorylation could result in different downstream effects. While TGF-β1 and M4 TCM similarly triggered SMAD3 phosphorylation in dHL-60 cells, we detected high basal levels of pERK1/2 in these cells and no further increase in response to these stimuli. This was likely due to the presence of an activating NRAS mutation (Q61L) [51] in HL-60 cells, which has been shown to specifically activate the MEK/ERK pathway in melanocytes [66]. Future studies assessing the ability of TGF-β to signal through other noncanonical signaling pathways in neutrophils are needed. Of particular interest is TGF-β signaling via Rho GTPases, which are key regulators of migration [67].

The RNAseq analysis revealed that extensive alterations in gene expression occurs when dHL-60 cells are incubated in plain media for 30 min. It is unclear if these changes are due to serum-starvation, self-activation, or mild mechanical activation that is likely occurring during rotational incubation. There is also a large difference in the number of genes that show altered expression in response to IMDM media versus DMEM/F12 media, which is likely due to different levels of media components or additional components in the DMEM/F12 media. These changes underscore the importance of using caution while interpreting gene expression alterations in neutrophils in response to various stimuli. After further analysis, we unexpectedly observed no changes in the expression of genes involved in pathways that regulate neutrophils migration. Interestingly, however, the expression of two potentially tumor-promoting genes, *OSM* and *VEGFA*, was upregulated in both the TGF-β1- and M4 TCM-treated dHL-60 cells. Oncostatin M (OSM) is an IL-6 family cytokine that regulates gene expression, inflammation, and cell survival [68, 69]. It has been reported that the expression of *OSM* increases in neutrophils in response to TCM isolated from an aggressive breast cancer cell line and promotes cancer cell detachment and invasion [18]. Other groups have specifically linked GM-CSF stimulation to *OSM* expression in neutrophils [18, 70, 71]. Our data corroborate these findings by showing that M4 TCM, which contains high levels of GM-CSF along with TGF-β1 [25], induces the expression of *OSM*. Moreover, our data show that TGF-β1 alone induces *OSM* expression.

VEGF is important for angiogenesis in cancer [60, 72], and neutrophils have been shown to contribute to angiogenesis in the tumor microenvironment through various mechanisms, including the release of pre-formed VEGF protein [58]. Jablonska *et al*. found that neutrophils isolated from tumor-bearing *Ifnb*^-/-^ mice have increased levels of *Vegf* mRNA and contribute to tumor growth and angiogenesis [59]. Additionally, higher intratumoral levels of VEGF in advanced breast cancer is correlated with worse progression-free survival after tamoxifen or chemotherapy treatment [73]. Future studies are needed to specifically determine the function of OSM and VEGF in neutrophils during cancer progression.

In conclusion, this study assessed the ability of TGF-β1 to recruit neutrophils and determined that TGF-β1 by itself is unable to induce neutrophil migration. It is also the first study to conduct kinetics experiments in TGF-β1-stimulated neutrophils to evaluate canonical and non-canonical signaling pathways. Finally, our RNAseq data shed light on how TGF-β1 imparts tumor-promoting functions in neutrophils. Together, this study expands the current understanding of how tumor-secreted factors, specifically TGF-β1, impact neutrophil response and skew neutrophils to support tumor progression, which can inform the design of effective therapeutic strategies against cancer progression and metastasis.

## Supporting information

S1 Fig fMLF and CXCL1 stimulate pERK1/2. **(A)** Immunoblots of pERK1/2 and GAPDH in dHL-60 cells in response to fMLF or CXCL1 from 0 to 20 min. **(B)** Quantification of (A). ***P ≤ 0.0001, ****P ≤ 0.0001 when compared with time 0 (untreated (UT)) (one-way ANOVA with Dunnett’s multiple comparisons test). Raw data are available in S1 and S2 Files.
(TIF) Click here for additional data file.

S2 Fig Changes in the environment of dHL-60 cells affect gene expression. **(A)** Venn diagram depicting the number of changed genes in the IMDM and DMEM/F12 media conditions when each were compared to untreated control (t0). **(B, C)** Heat maps of Log2 Fold Change to mean time 0 expression in the (B) ‘chemokine receptors bind chemokines (R-HSA-380108)’ reactome pathway and the (C) ‘neutrophil degranulation (R-HSA-6798695)’ reactome pathway in dHL-60 cells either untreated (time 0) or treated with media controls (IMDM or DMEM/F12), TGF-β1, or M4 TCM for 30 min. Heat maps in (C) depict the 30 pathway genes with the largest average upregulation or the 30 genes with the largest downregulation relative to untreated.
(TIF) Click here for additional data file.

S1 Table Significantly changed genes within specific reactome pathways. (DOCX) Click here for additional data file.

S2 Table Number of genes significantly changed in each treatment when compared to either the untreated sample or the time-matched, media control. (DOCX) Click here for additional data file.

S1 File PDF containing raw western blots for all figures. (PDF) Click here for additional data file.

S2 File Excel file containing all raw data used to generate plots. (XLSX) Click here for additional data file.

# Supplementary material for: TGF-β1 activates neutrophil signaling and gene expression but not migration
**Source:** PLoS One. 2023 Sep 8;18(9):e0290886. doi: 10.1371/journal.pone.0290886
**Supplement:** S1 Table

**S1 Table:**  Significantly changed genes within specific reactome pathways.

| **Reactome Pathway** | **Gene** | **Log2FC** |
| --- | --- | --- |
| Signaling by TGF-β family members | JUNB | 1.095 |
|  | TGIF1 | 0.882 |
|  | SMAD7 | 3.375 |
|  | PAI1 | 1.724 |
| Class A1 (rhodopsin-like receptors) | ADRB1 | -1.645 |
|  | CXCL3 | -1.705 |
|  | EDN1 | -2.191 |
|  | GPR35 | 0.989 |
|  | S1PR2 | 3.137 |
|  | GPR65 | -0.619 |
|  | PTGER4 | -0.728 |
|  | S1PR1 | -2.048 |
| Signaling by interleukins | VEGFA | 1.185 |
|  | OSM | 4.279 |
|  | JUNB | 1.095 |
|  | CEBPD | -0.617 |
|  | CISH | 1.036 |
|  | SOCS1 | 1.464 |
|  | NFKBIA | 0.822 |
|  | CDKN1A | 1.592 |
|  | CLCF1 | 0.791 |
|  | DUSP6 | -0.722 |
|  | S1PR1 | -2.048 |
|  | PTGS2 | -1.380 |

# Supplementary material for: TGF-β1 activates neutrophil signaling and gene expression but not migration
**Source:** PLoS One. 2023 Sep 8;18(9):e0290886. doi: 10.1371/journal.pone.0290886
**Supplement:** S2 Table

**S2 Table:**  Number of genes significantly changed in each treatment when compared to either the untreated sample or the time-matched, media control.

| **Treatment** | **Compared to:** | **Number of Genes Changed** |
| --- | --- | --- |
| IMDM | untreated | 938 |
| TGF-β1 | untreated | 1085 |
|  | IMDM | 117 |
| DMEM/F12 | untreated | 2879 |
| M4 TCM | untreated | 2740 |
|  | DMEM/F12 | 27 |

# Supplementary material for: TGF-β1 activates neutrophil signaling and gene expression but not migration
**Source:** PLoS One. 2023 Sep 8;18(9):e0290886. doi: 10.1371/journal.pone.0290886
**Supplement:** S1 File

All images were captured using the chemiluminescent channel on an Azure 600. Marker images were captured using the “marker capture” feature. The marker for each image was cropped and overlaid onto the original chemiluminescent image using the ROI feature in ImageJ for exact placement. No other adjustments were made to the images. The first set of blots shown for each figure panel is the one shown in the main figure unless otherwise noted.

Figure 2A-B

dHL-60 cells

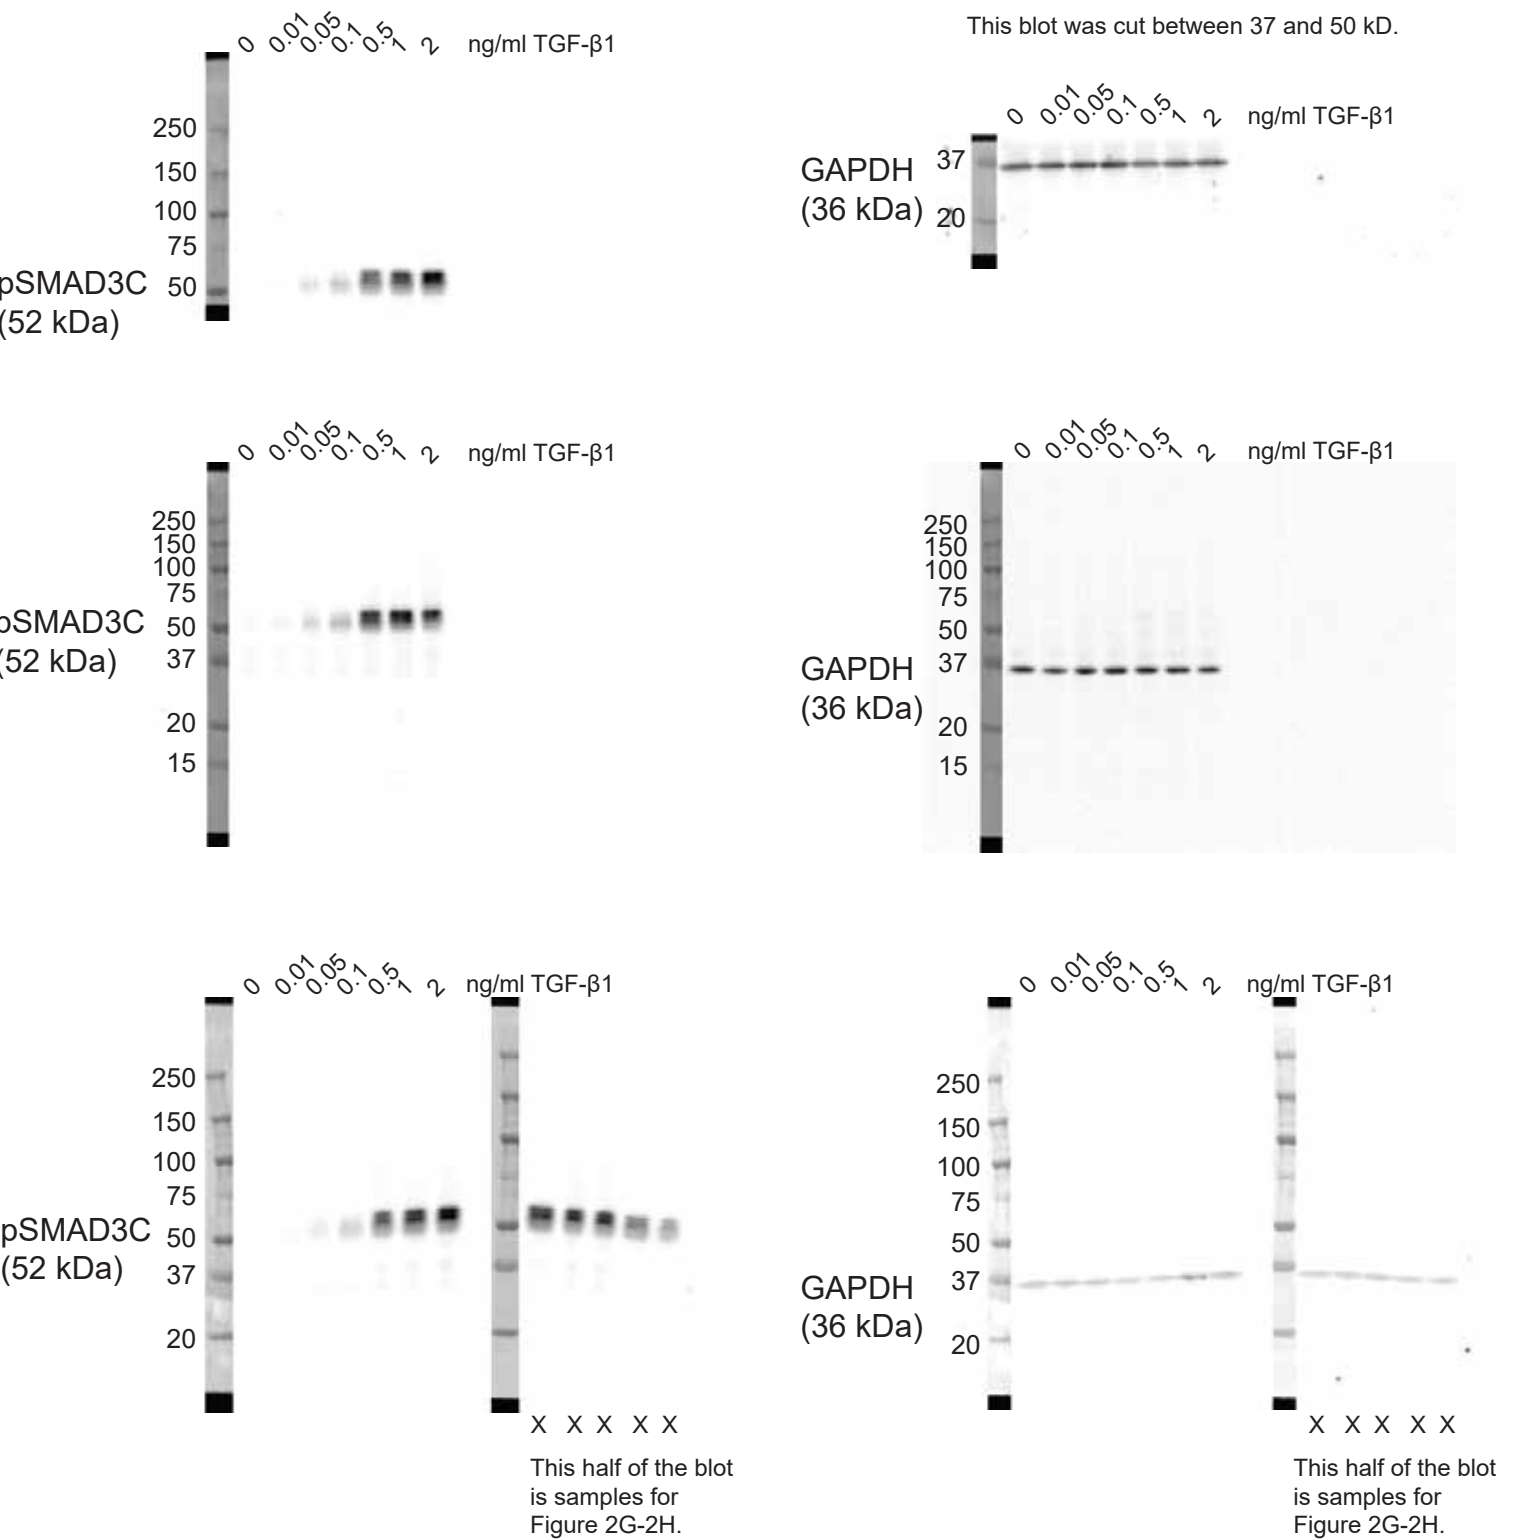

X: Lane is not included in the final image or analysis.

Figure 2C-D  
dHL-60 cells

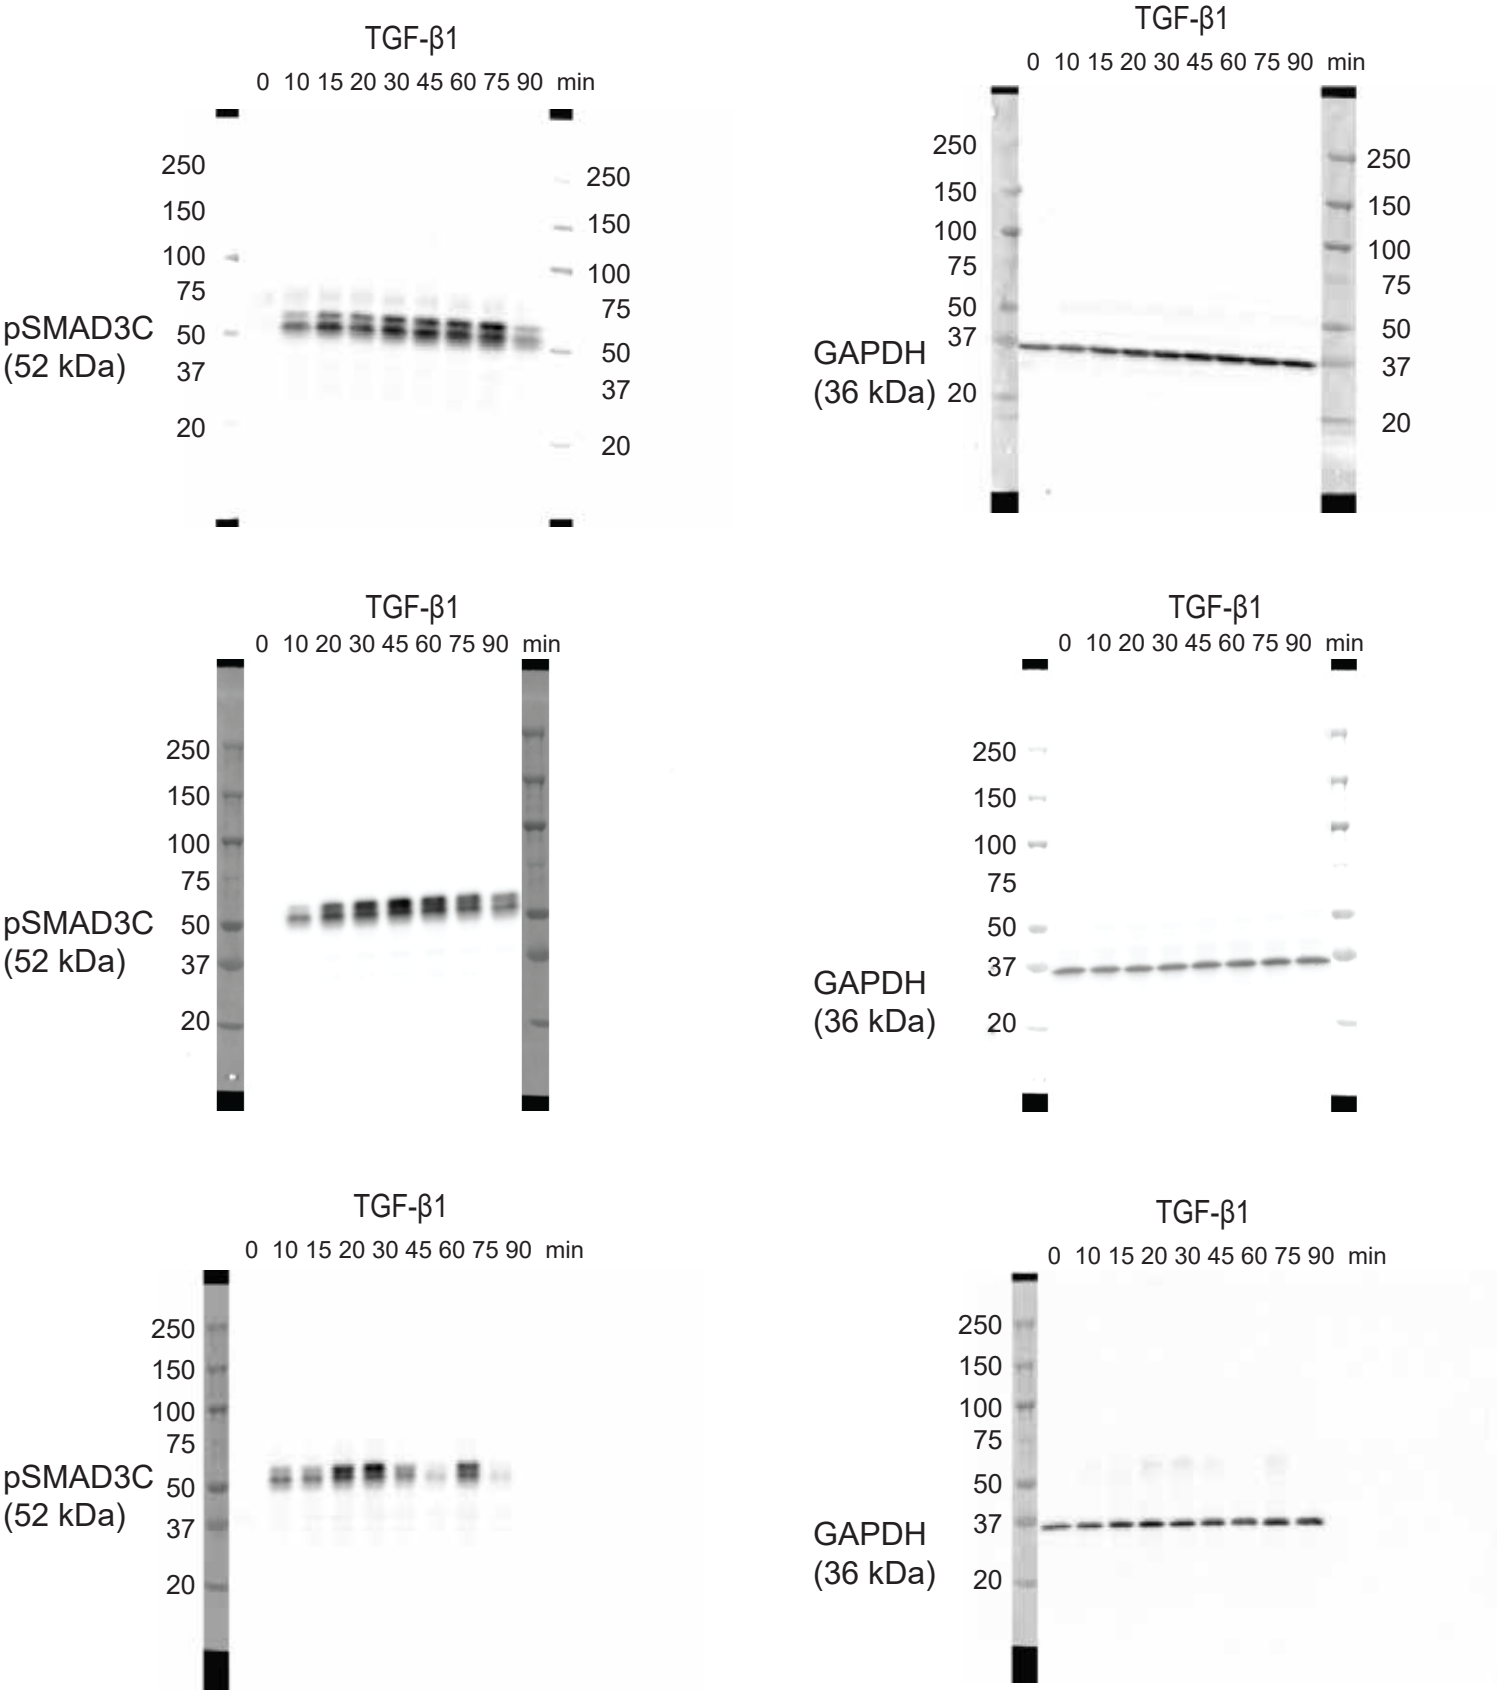

Figure 2E-F

PMNs

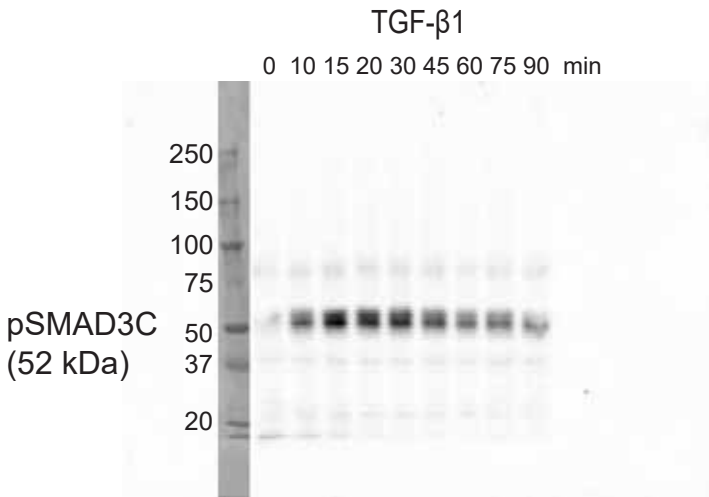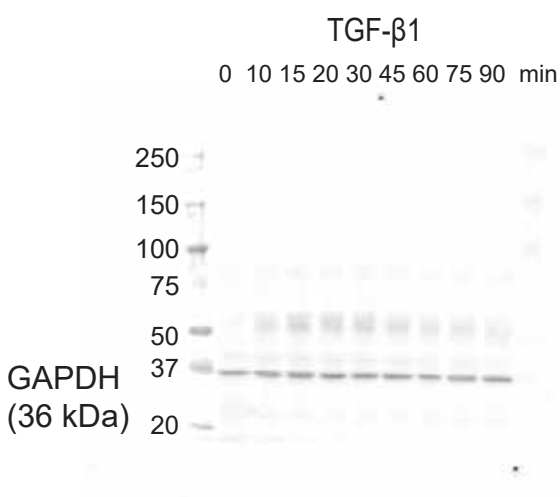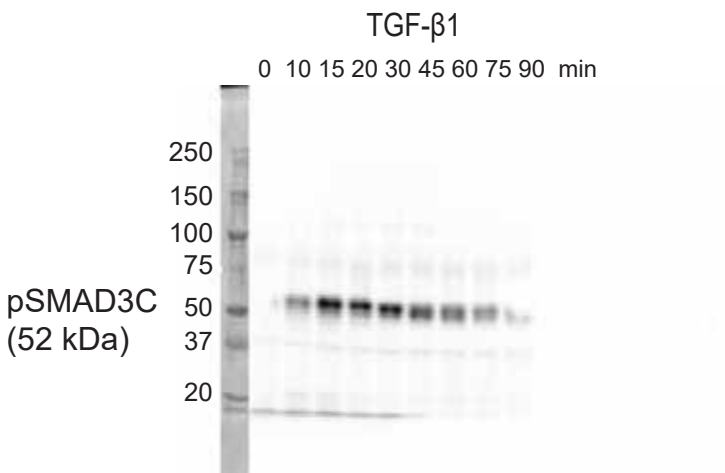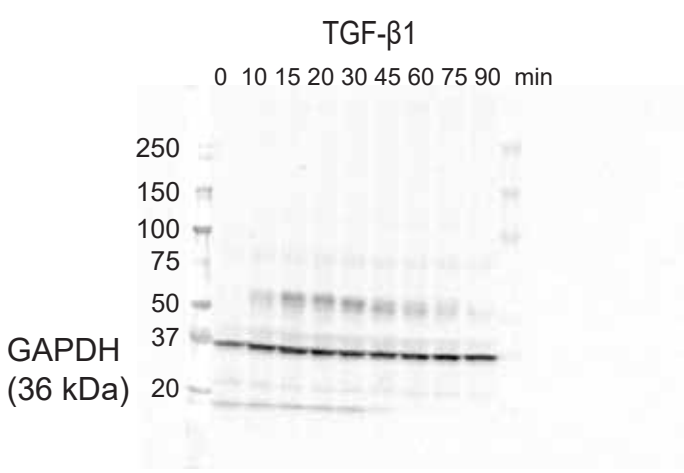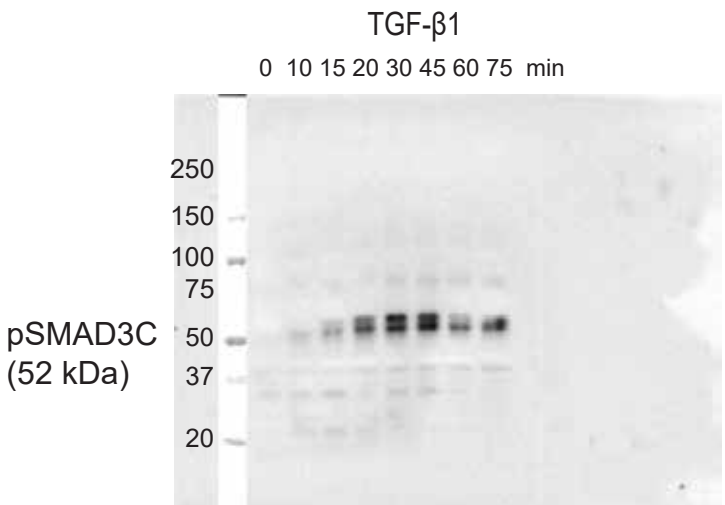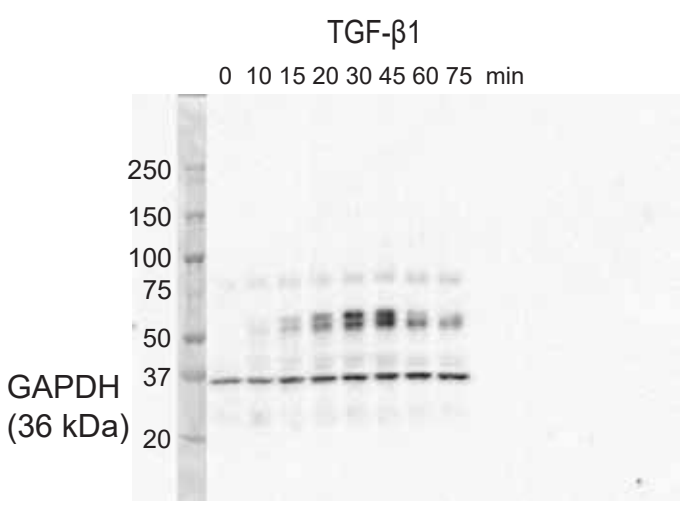

Residual pSMAD3C is seen on these loading controls.

Figure 2G-H

dHL-60 cells

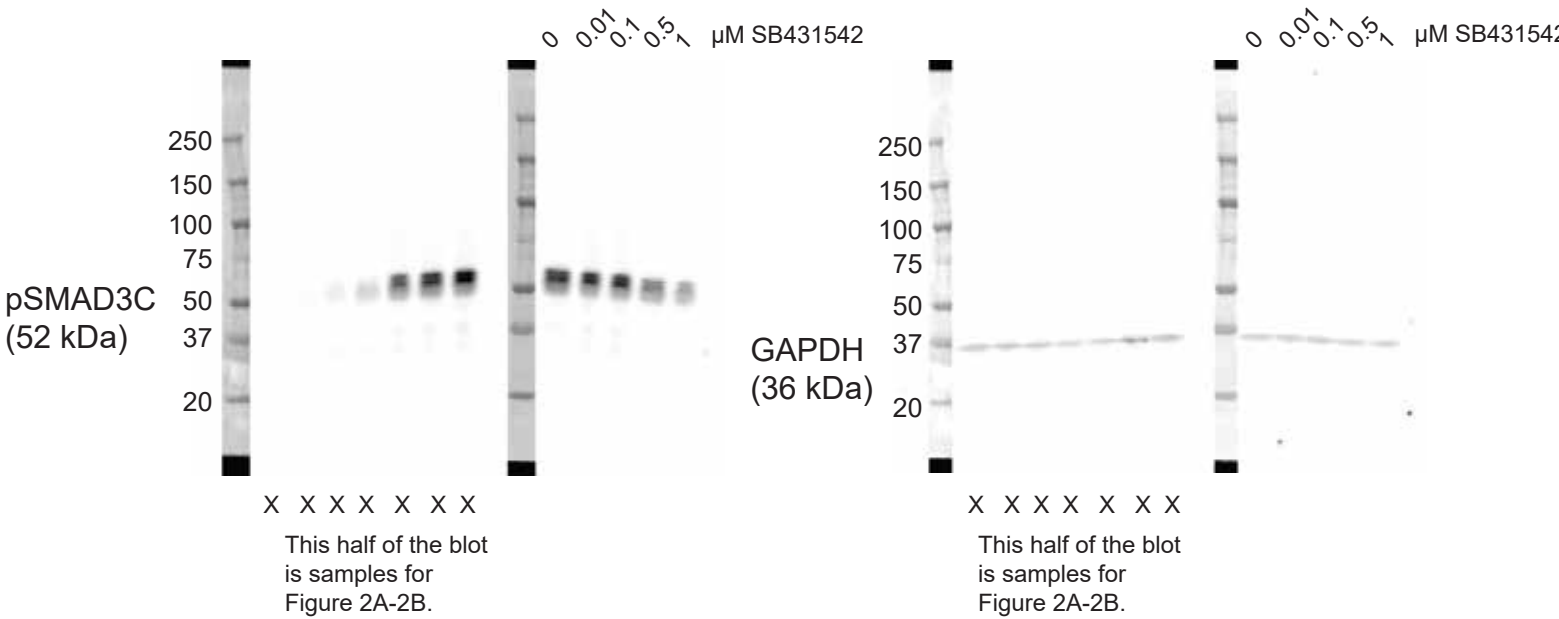

X: Lane is not included in the final image or analysis.

Two biological replicates were run on this gel.  
This blot was cut between 37 and 50 kD.

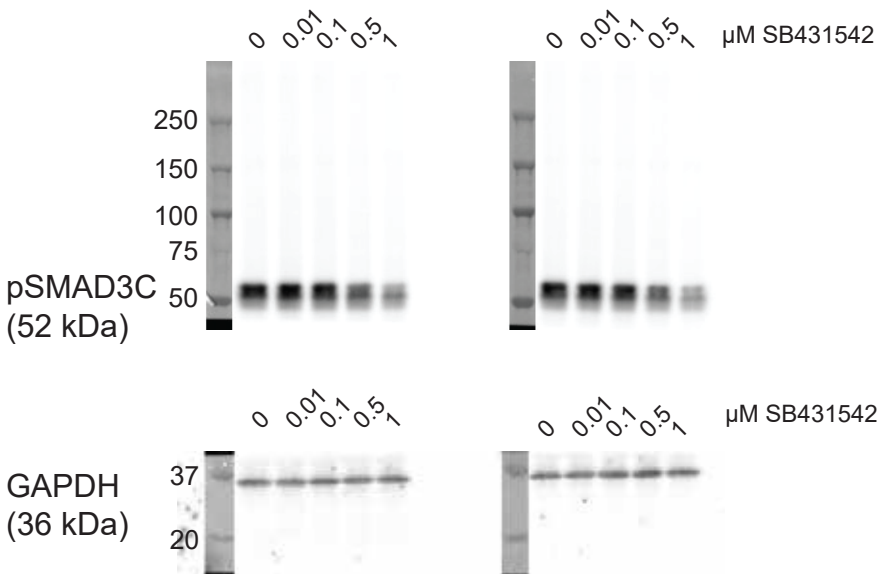

Figure 3A-B

PMNs

PMNs often show some protein degradation, even in the presence of protease inhibitors.

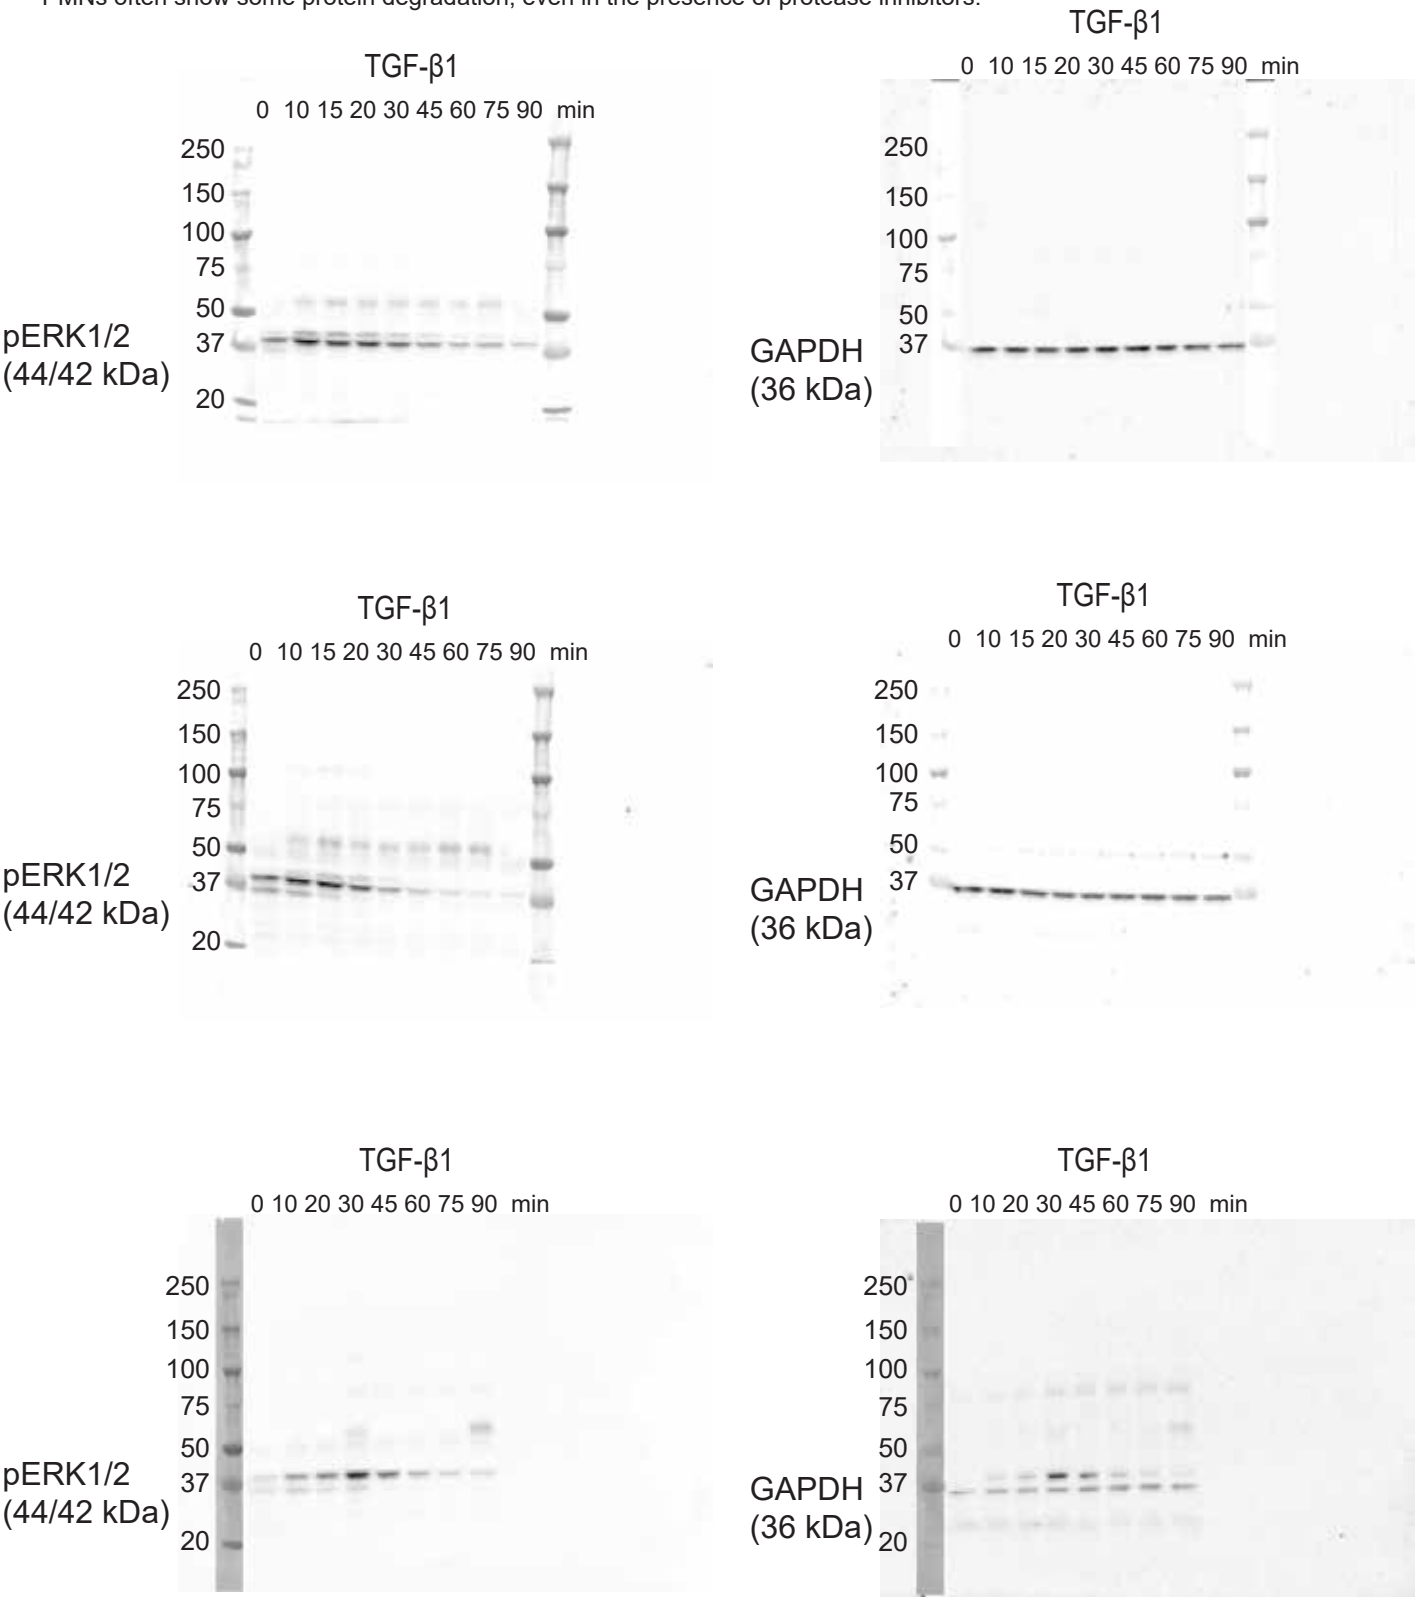

Residual pERK is seen on this image of the loading control.

Figure 3C-D

dHL-60 cells

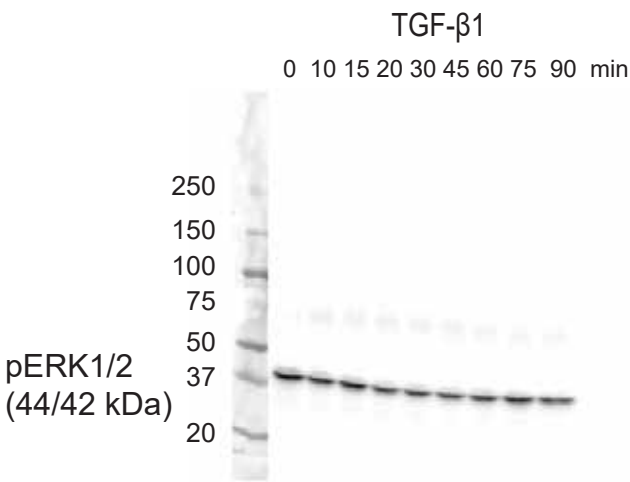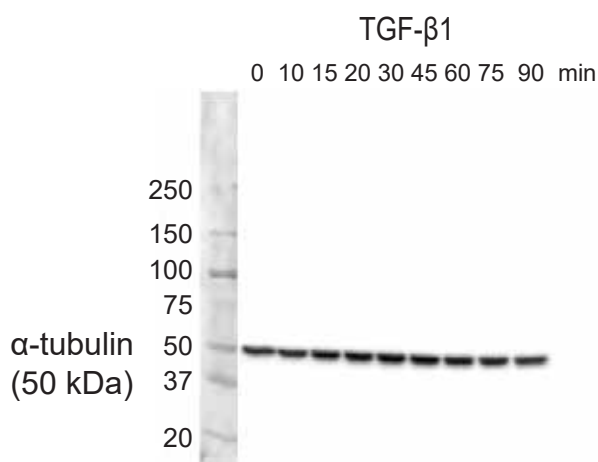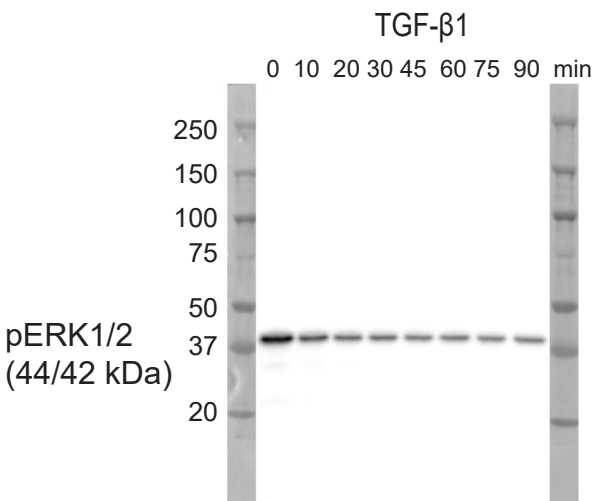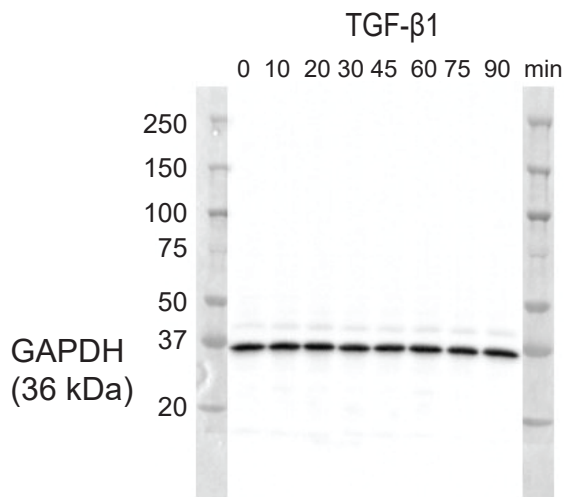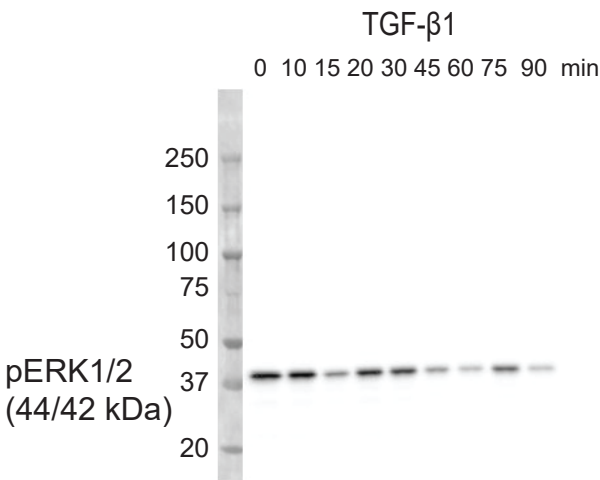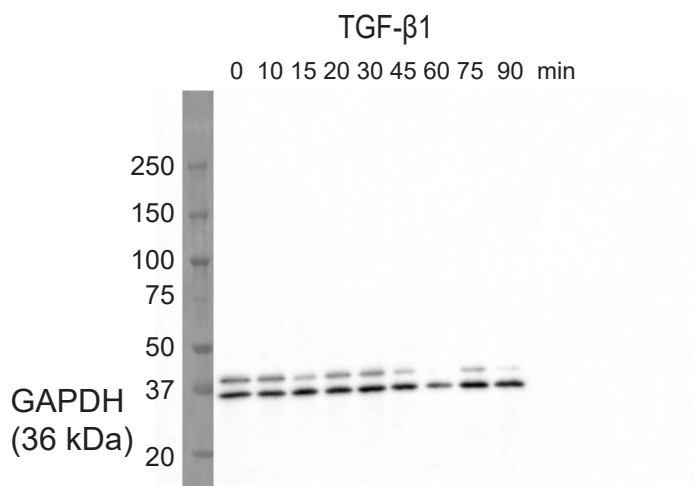

Residual pERK is seen on this image of the loading control.

Figure 4A-B

dHL-60 cells

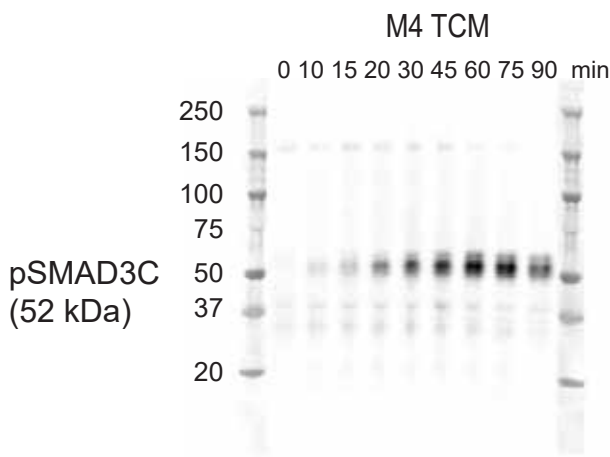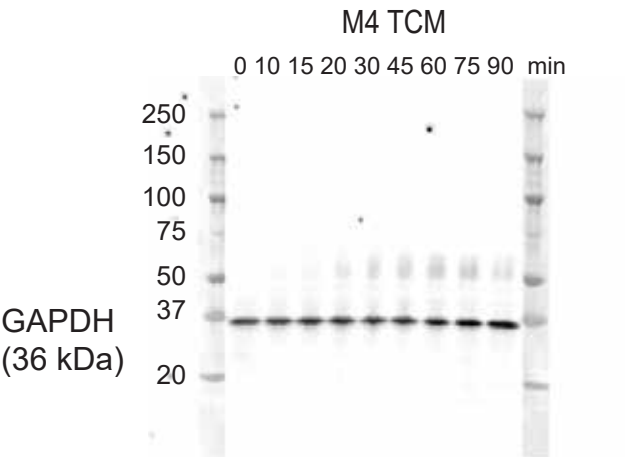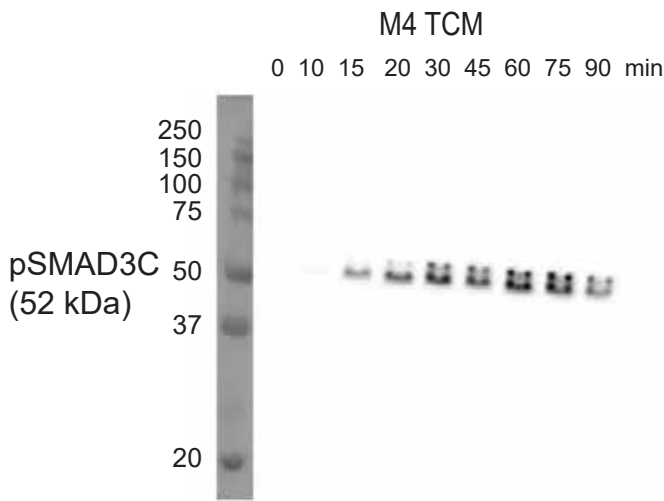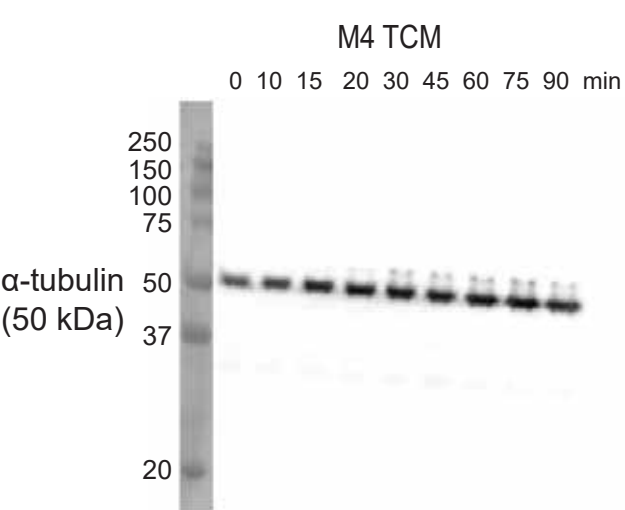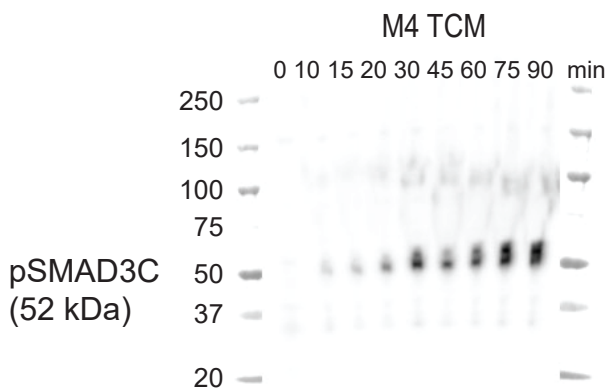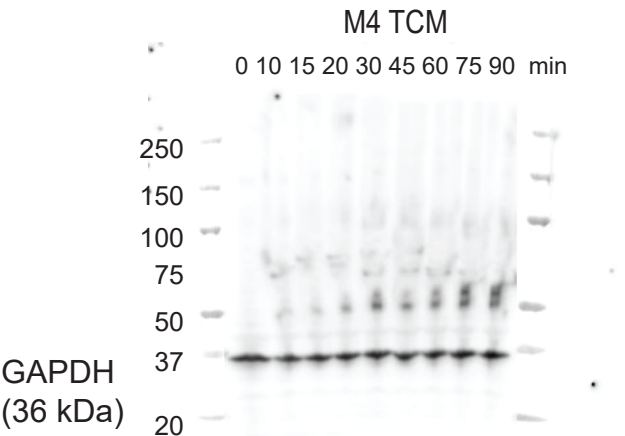

Residual pSMAD3C is seen on this image of the loading control.

Figure 4C-D

PMNs

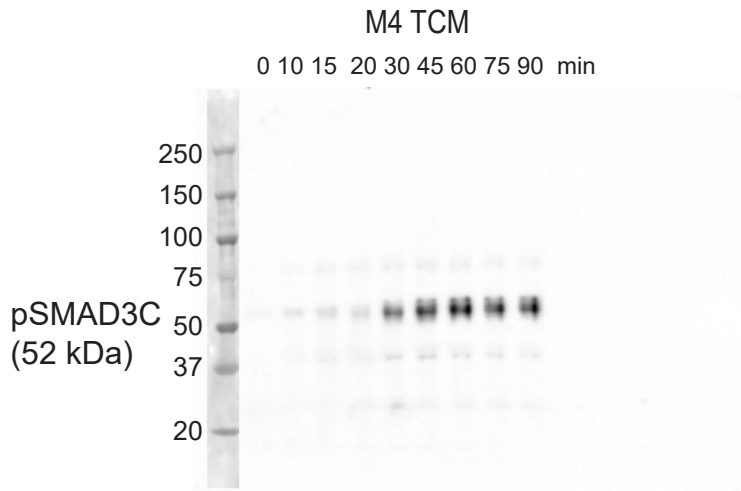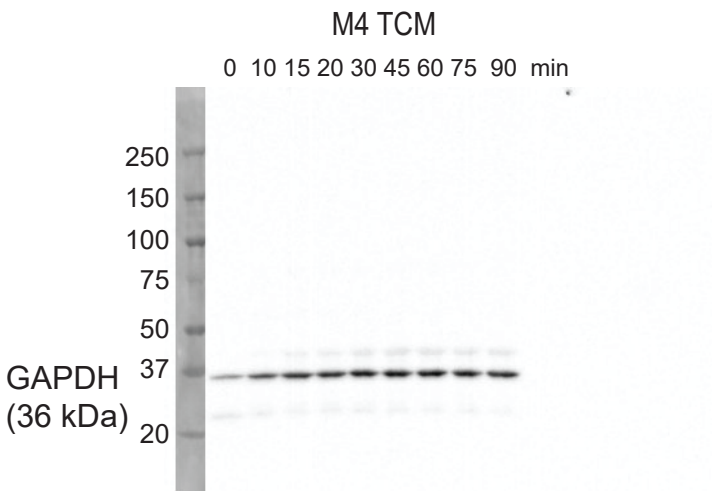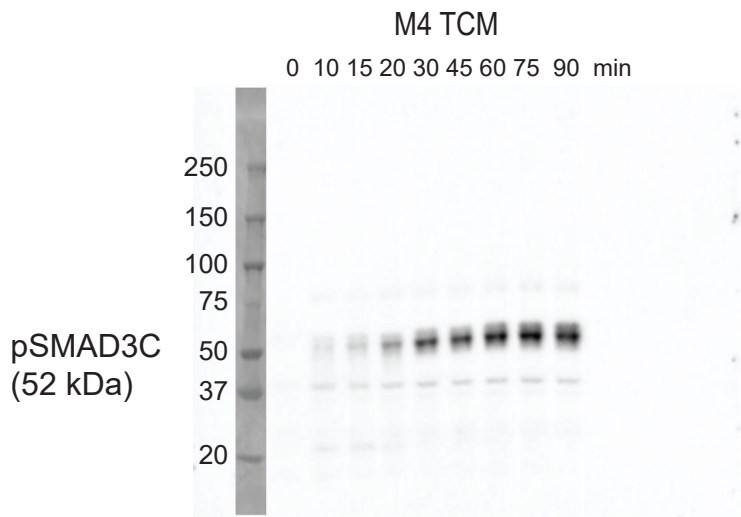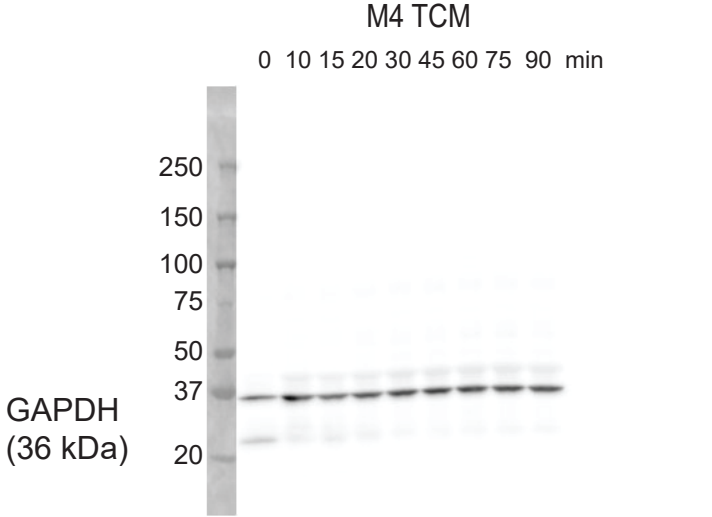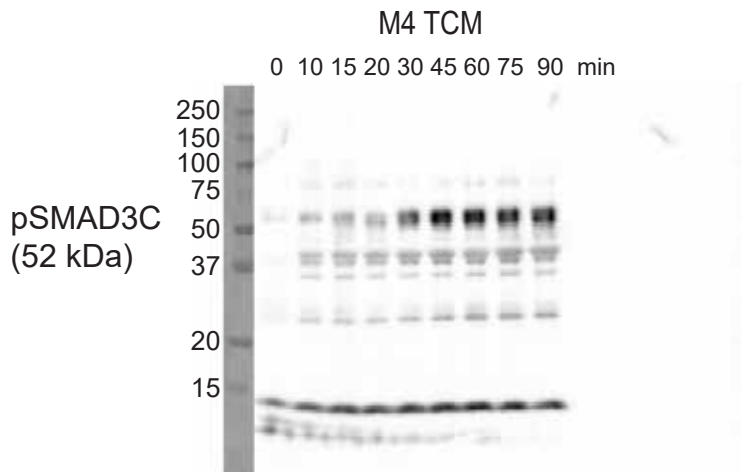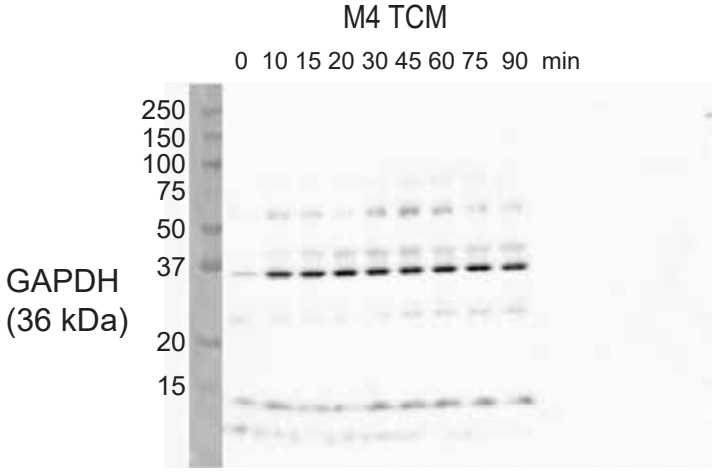

Figure 4E-F

dHL-60 cells

Both of these blots were cut between 37 and 50 kD.

Two biological replicates were run on this gel.  
The right-hand set is the one used in the main figure.

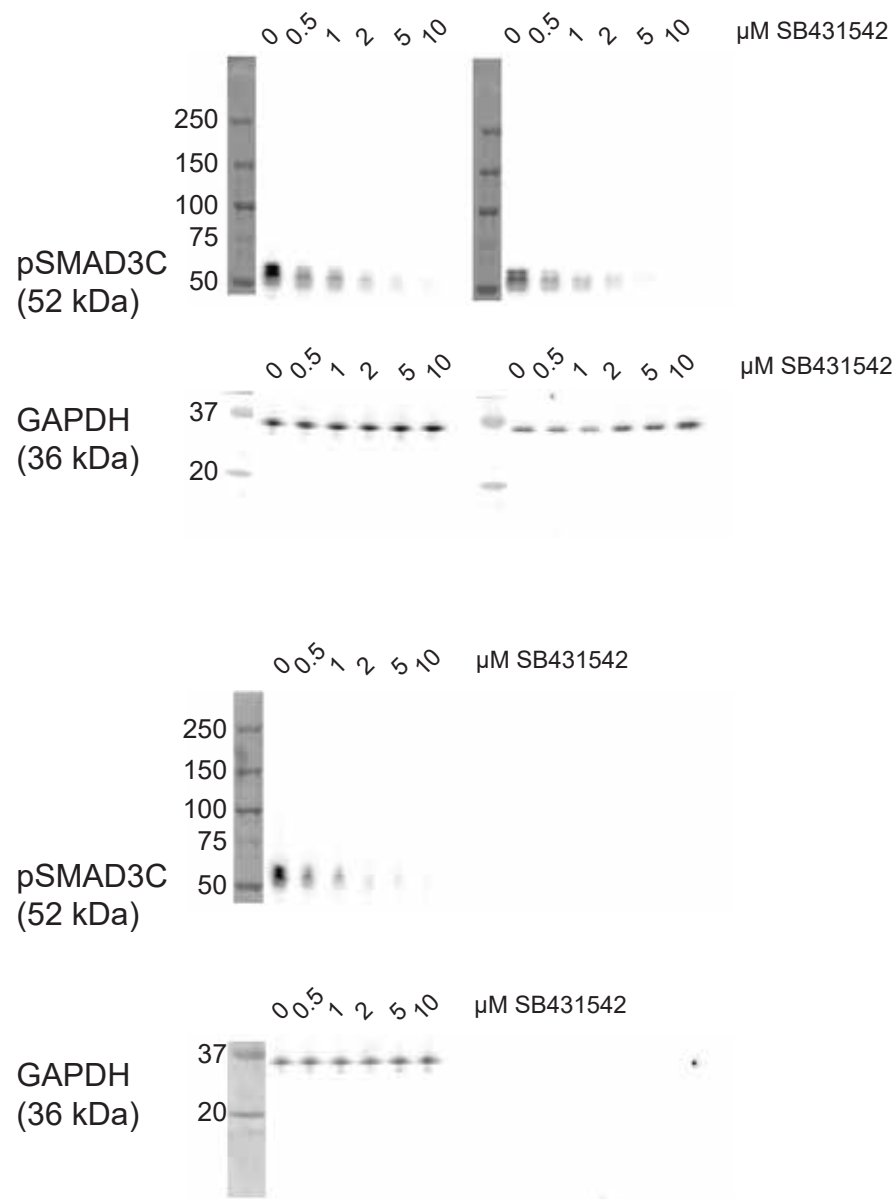

Figure 4G-H

PMNs

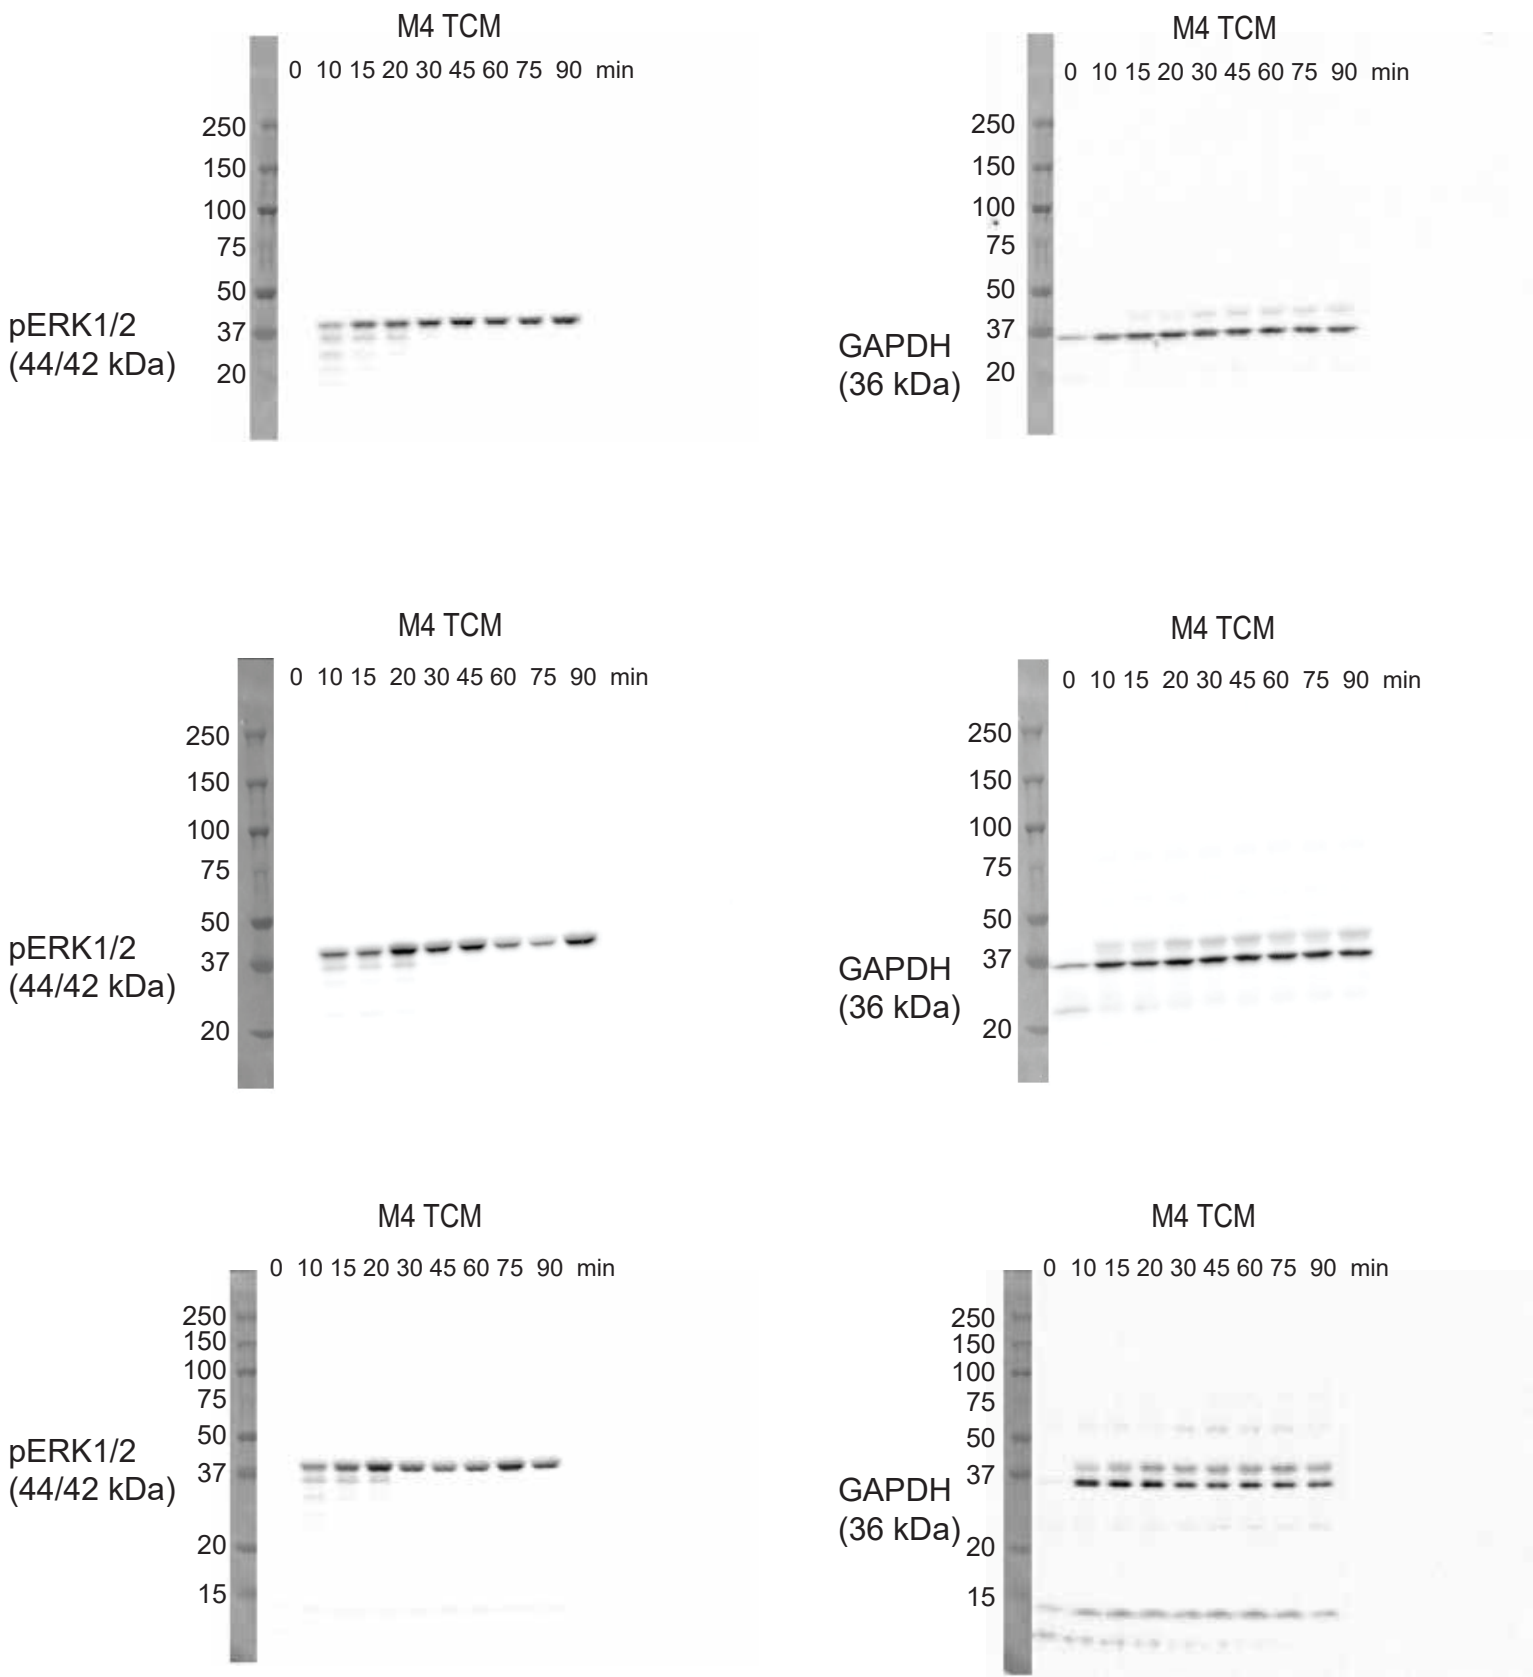

Residual pERK1/2 is seen on these loading controls.

Figure 4I-J

dHL-60 cells

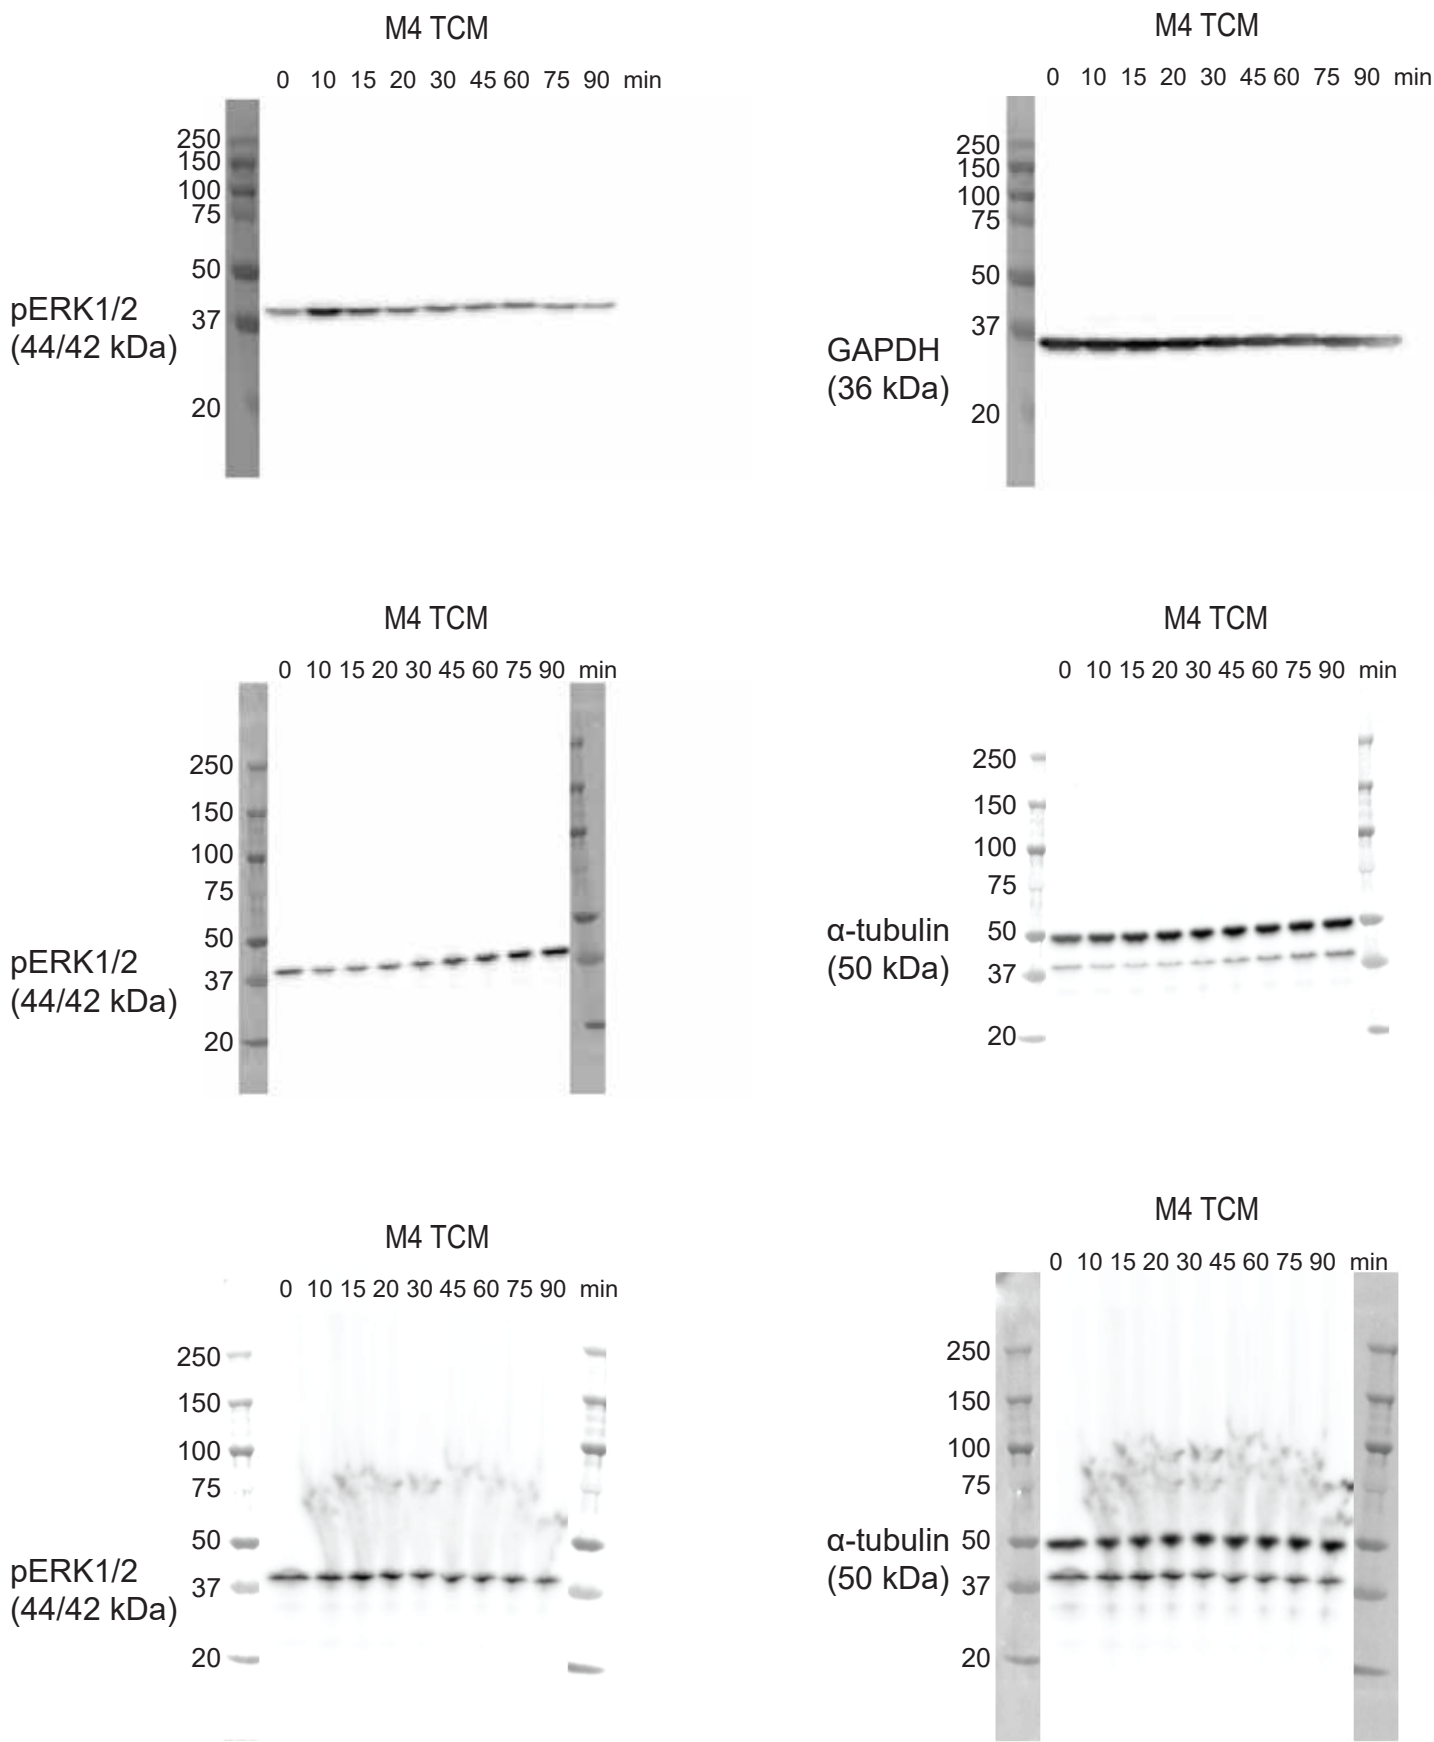

**Figure S1A-B**

**dHL-60 cells**

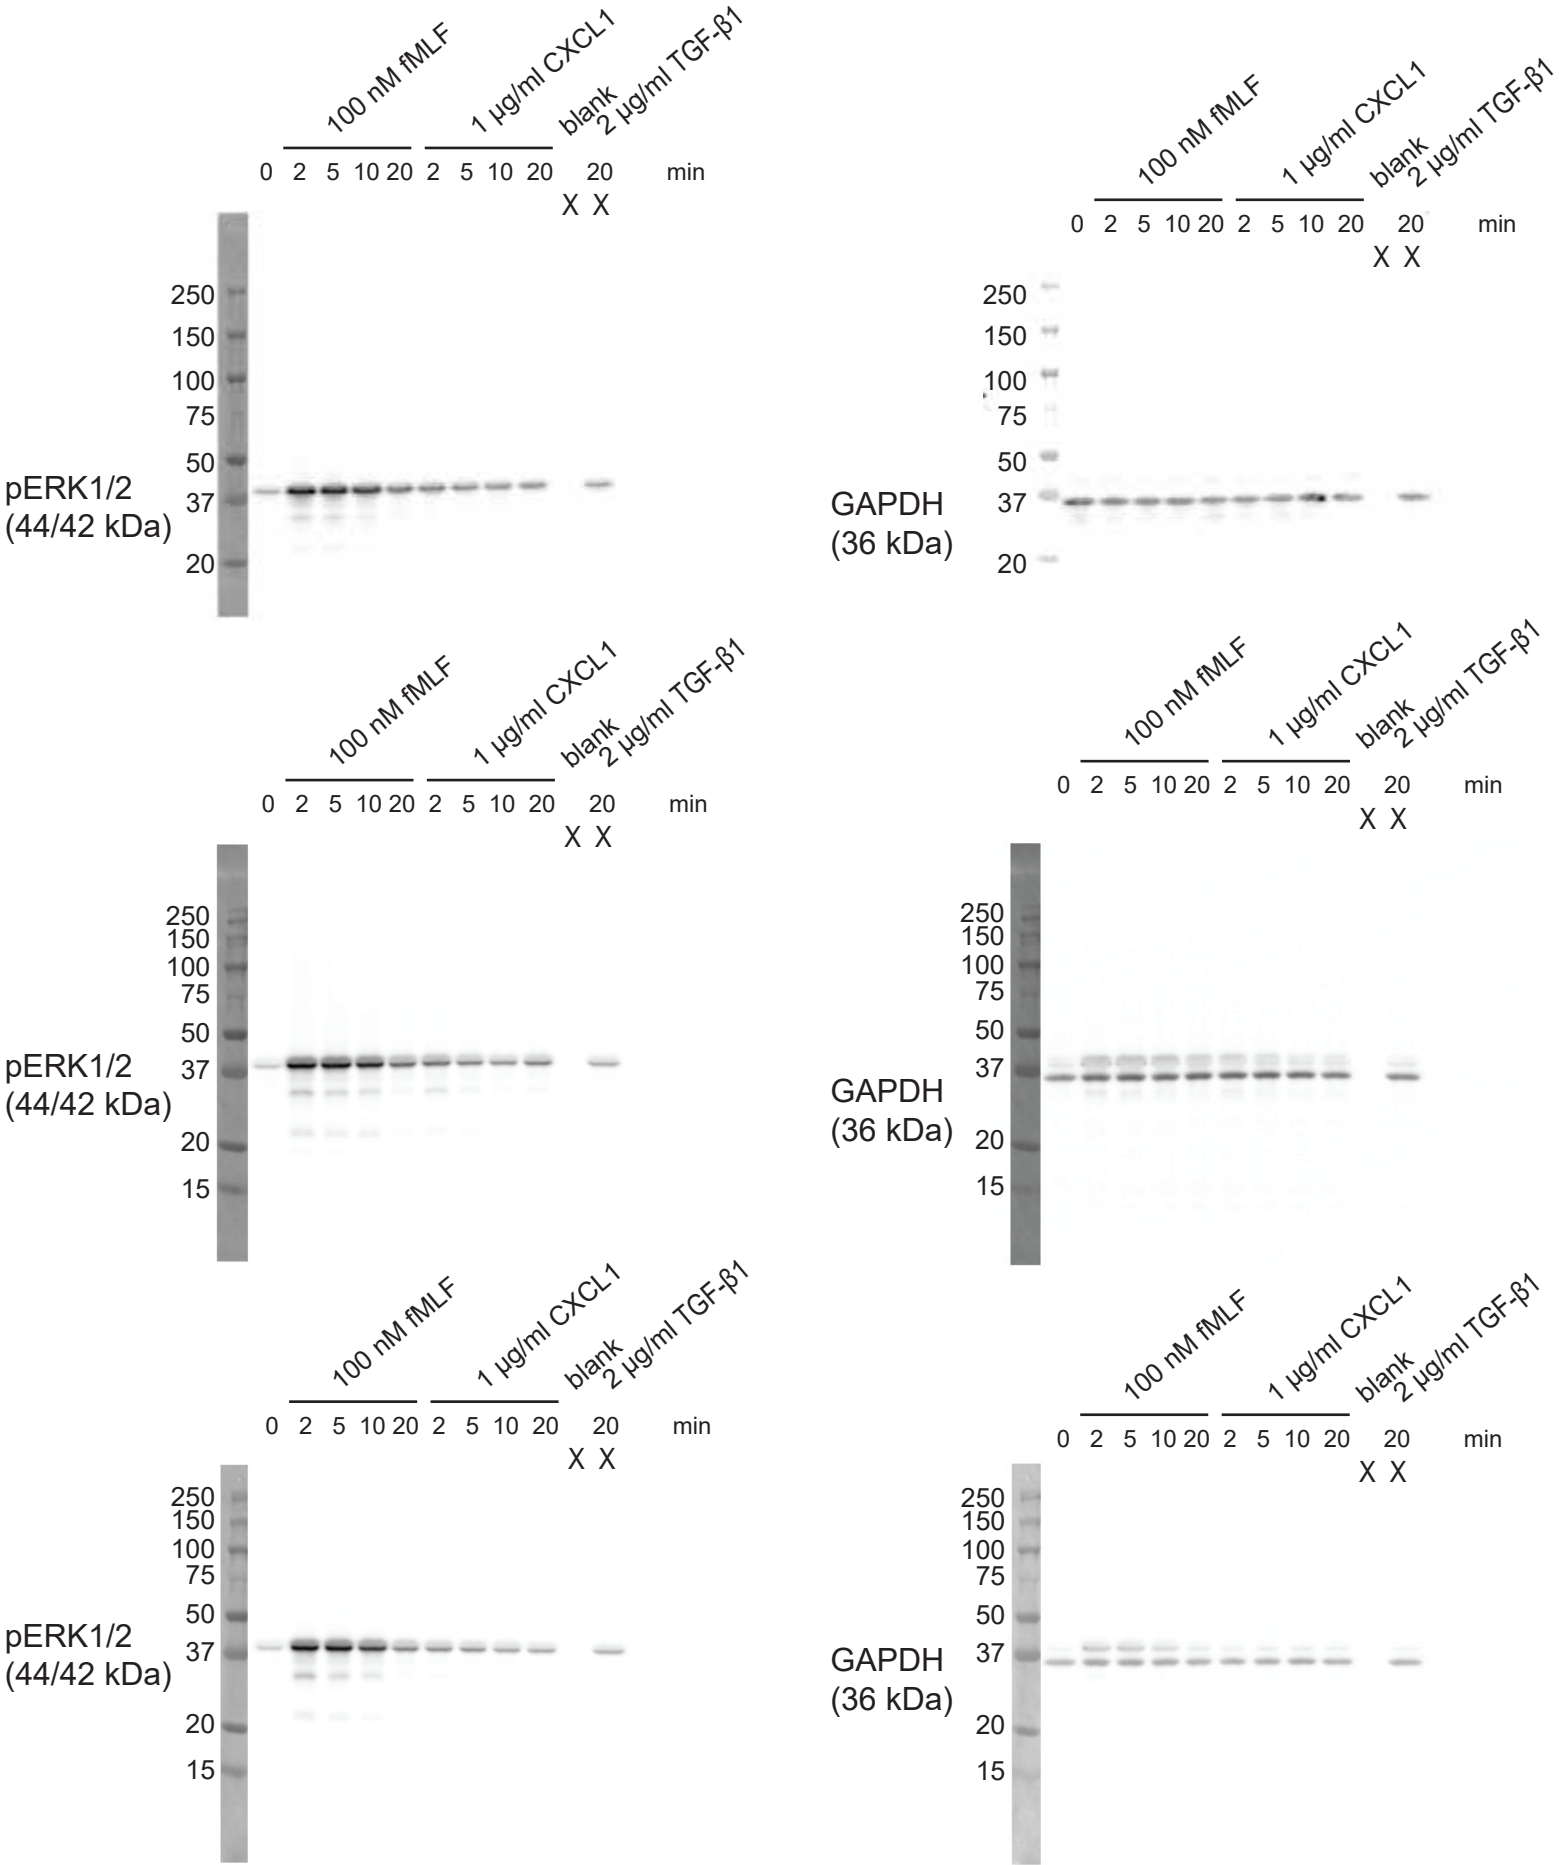

Residual pERK1/2 is seen on these loading controls.

X: Lane is not included in the final image or analysis.

How the deposited data were processed for this re-analysis (not part of the article)

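The samples were dHL-60 cells after 4 days of differentiation, either untreated or incubated for 30 min in IMDM, IMDM with 2 ng/ml TGF-β1, DMEM/F12 or M4 TCM, with 3 libraries for each of the 5 groups. The authors enriched poly-A RNA, sequenced it as paired ends, trimmed the reads with Trim_Galore and Cutadapt, mapped them with STAR to GRCh38 and counted them with featureCounts on the GENCODE v40 annotation. The deposited values are raw counts per gene for 61598 versioned Ensembl identifiers and 15 libraries, with no normalization and no filter. All values were checked to be whole numbers of 0 or more. The settings for strand and for reads that map to several genes, and the filter on low counts, were not found in the paper's text. Symbols, found for 42047 identifiers, and positions were taken from tables for GENCODE release 44.

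The libraries held 34232214 to 47502143 assigned counts. A gene with 3 counts stood at 0.0632 to 0.0876 CPM, and groups with 3 or fewer counts in every library were treated as at the floor, with fold changes given as lower bounds. These floors cover counting error alone, and the spread between replicates was larger.

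Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr by group with a minimum count of 10, which left 16274 genes, and libraries were normalized with TMM. A quasi-likelihood model with a term for each group and the replicate number as a factor was fitted to all 15 libraries, and 8 comparisons were tested with it: IMDM, DMEM/F12, TGF-β1 and M4 TCM against untreated cells, TGF-β1 against IMDM, M4 TCM against DMEM/F12, DMEM/F12 against IMDM, and the response to TGF-β1 minus the response to M4 TCM. All p-values of single genes come from this edgeR test unless another test or tool is named. Standard errors beside its log2 fold changes are the absolute log2 fold change over the square root of the test's F statistic. A gene was called altered at a Benjamini-Hochberg adjusted p-value under 0.1 and a fold change over 1.5, which is 0.585 on the log2 scale. The replicate number stood in for the RNA extraction date that the authors used as the pairing variable, because the sample labels give no dates. Levels are TMM-normalized CPM, and log2 CPM values for pairs of libraries used a prior count of 2. The procedure was tested on simulated data with known changes.

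Genes were named by a rule: every gene that the paper names in its RNA-seq results; in the comparisons of TGF-β1 with IMDM, M4 TCM with DMEM/F12, each plain medium with untreated cells and DMEM/F12 with IMDM, the 3 largest increases and the 3 largest decreases among genes called and changed in the same direction in all 3 same-numbered pairs; for the difference between the responses, the 5 genes with the smallest adjusted p; and genes of the lists below that were called. Of genes without a symbol, at most 2 that rose and 2 that fell are printed. The rule also took called genes from a hand-written list of 44 immediate early genes, which was not tested for over-representation. Of its 41 genes tested, 34 were altered in IMDM and 32 in DMEM/F12 relative to untreated cells. TGF-β1 altered 15 of them relative to IMDM, and M4 TCM altered 11 relative to DMEM/F12. Of the genes that the rule gives, 1 is not reported here and was kept in the fits and in the list tests. Other genes are marked as chosen after their values were seen. Over-representation was tested with one-sided Fisher's exact tests against the genes tested and Bonferroni correction over 4 hand-written lists, of chemokine ligands and receptors, arachidonic acid and leukotriene genes, neutrophil granule genes and TGF-β family signaling genes. The members of the reactome pathways were not used here, so these lists differ from the paper's pathways.

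The alternatives tried were no term for the replicate number, limma-voom (limma 3.58.1) and DESeq2 1.42.0 with the replicate number, the size factors of DESeq2 in edgeR, no filter on low counts, a minimum mean of 1 CPM, a model of the compared groups alone, an adjusted p-value under 0.05, protein-coding genes as the background of the lists, and the omission of each replicate number and of each single library. Added after the values were seen were limma-voom with the replicate number as a linear covariate, the same model with 4 other filters on low counts, limma-voom with a pair of the replicates sharing a level, and offsets for GC content and exon length fitted by loess with a span of 0.5. GC content and exon length were available for 16245 of the genes tested (99.82%). The planned correction for the gene lengths in the deposited table was not run, because the table gives no lengths. Comparisons with randomly drawn genes used 10000 lists.

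No library was left out of the reported values. The transwell, underagarose, ELISA, western blot and RT-qPCR data of the paper were not analysed here.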

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

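The choices of model, thresholds and the rule for naming genes were made before the data were examined. In this part, the tests with offsets for GC content and exon length and the test on levels in the media controls were chosen after the results were seen, and the tests on library size and the splits of the samples were chosen earlier.

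The response to M4 TCM in DMEM/F12 was subtracted from the response to TGF-β1 in IMDM, and the difference was tested. The thresholds were passed by 36 genes, 23 with a positive and 13 with a negative difference. The sign does not tell which response was larger. RGS2 had a negative difference because TGF-β1 lowered it more, at -1.96 against -0.75. KCNJ2 had a positive difference with 0.34 for TGF-β1 and -1.60 for M4 TCM. In the model without the replicate number the count was 0, with an unadjusted p under 0.05 for 495 genes, so the count depends on the term for the replicate number. The 6 libraries of a pair of groups can be divided in 10 ways, of which 4 part all 3 same-numbered pairs, the real one included, while the other 6 part 1 pair and keep 2 pairs together. For the difference of responses, treatment and control labels were exchanged in one replicate number at a time within both media. Only the real division, 1 of 4, gave as many genes. The other divisions gave 0 genes, with an unadjusted p under 0.05 for 306 to 1369 genes against 1064 for the real one. The share of 0.25 is the smallest that 4 divisions can give, so this test cannot separate the difference from an accidental grouping. Of the 36 genes, 25 were called again with an offset for GC content, 36 with an offset for exon length and 34 after all libraries were thinned to equal size. In 14 of the 36, the media controls differed by more than the treated groups did, so that for these genes the difference may lie in the plain media. A biological explanation, a response to other factors in M4 TCM, is a hypothesis that these data leave open beside accidental grouping and the media.

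Among these genes the 5 with the smallest adjusted p, 0.0014 each in edgeR, were FAM43A with a difference of 1.74, KCNJ2 with 1.94, NET1 with 0.81, CISH with -1.32 and B3GNT8 with 0.74 on the log2 scale, each in the same direction in all 3 same-numbered sets of libraries. TGF-β1 raised FAM43A by 2.16 and NET1 by 0.79, where M4 TCM gave 0.42 and -0.02. KCNJ2 was at 0.34 with TGF-β1 and -1.60 with M4 TCM. For B3GNT8 neither response passed the thresholds, at 0.54 and -0.20, and its media controls differed by 0.48 against -0.26 for the treated groups. Without the replicate number the adjusted p of the difference in edgeR was 1 for FAM43A, 0.29 for KCNJ2, 0.21 for NET1, 0.21 for CISH and 1 for B3GNT8, which is the highest over their settings, and the lowest were 3.2e-76, 6.5e-22, 3.6e-15, 1.2e-27 and 5.7e-12.

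Between the plain media, 1128 genes differed, 517 higher and 611 lower in DMEM/F12 than in IMDM, 1092 of them in the same direction in all 3 same-numbered pairs. Libraries of these groups with the same number had a mean r of 0.216 and those with different numbers -0.108. Only the real division, 1 of 4, gave as many genes, and the other divisions gave 0, with an unadjusted p under 0.05 for 773 to 1313 genes against 5335. Of the 1128 genes, 1073 were called again with the offset for GC content, 1071 with that for exon length and 954 after thinning to equal library size, so none of these explains the set in full. The largest differences among genes changed alike in the 3 pairs were increases of RN7SKP296 by 3.89, CDC14B by 3.15 and RNF152 by 2.99 and decreases of EGR1, which fell by 2.76, and PTGS2, which fell by 2.7. CDC14B and RNF152 were not called with DESeq2. In IMDM replicates 1 to 3 they had 0, 0 and 4 counts (CDC14B) and 4, 0 and 1 counts (RNF152), so their estimates are uncertain. Leaving out replicates gave 2.36 to 6.98 for CDC14B and 2.48 to 4.49 for RNF152. ENSG00000288928.1, also among them, had 3 or fewer counts in every library of both media, so no fold is given. With 4 divisions the share of 0.25 is the smallest possible and decides nothing by itself. The media differ in composition, which is a candidate explanation.

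Of the genes altered by both TGF-β1 and M4 TCM against their media, 28 are not in Table 3. They include SMAD7 and CDKN1A, which the paper names in S1 Table, and HES1, with a log2 fold change of 5.72 for TGF-β1, which the paper does not discuss. HES1 passed the thresholds for TGF-β1 in all 11 other settings, with log2 fold changes of 5.67 to 5.94, and for M4 TCM in all of them but limma-voom with the linear replicate number. All 28 were called again in both comparisons with the offset for GC content (28), with that for exon length (28) and after thinning (28). With limma-voom and the replicate number as a linear covariate, 0 of the 28 were called in both, while 15 genes of Table 3 were, and in that model the unadjusted p was under 0.05 for 858 genes in the TGF-β1 comparison and 1113 in the M4 TCM comparison. In the model without the replicate number, 2 of the 28 were called in both. ENSG00000234389.1 changed in opposite directions, by -1.19 and 1.56. The divisions of the libraries that part 3 pairs gave 0 genes but for the real one, 1 of 4 in each of the comparisons, with an unadjusted p under 0.05 for 289 to 1460 genes against 1286 for TGF-β1 and 752 to 1001 against 1745 for M4 TCM. The share of 0.25 decides nothing by itself. The comparisons have no library in common, and 44 genes were called in both where 0.987 would be expected if the calls were independent, 39 of them higher in both, 4 lower in both and 1 in opposite directions. This expected number treats genes as independent, which they are not, and the overlap was not tested with exchanged labels. Both comparisons also share the estimate of each gene's spread, which comes from 1 model of all libraries. A shared response to TGF-β1 in the conditioned medium is a hypothesis that the 28 genes may reflect.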

How the results depend on the processing

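The alternatives with a linear replicate number, with a pair of replicates sharing a level and with offsets for GC content or exon length were chosen after the values were seen, and the others were set earlier. The planned correction with deposited gene lengths was not run, because the table gives no lengths.

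Without the replicate number in the model, the count for TGF-β1 against IMDM was 89 instead of 223, for M4 TCM against DMEM/F12 23 instead of 72, for the difference between the responses 0 (495 genes at an unadjusted p under 0.05) instead of 36, and for genes shared by TGF-β1 and M4 TCM against their media 15 instead of 44. The corrected p of the chemokine list for TGF-β1 against IMDM, from Fisher's exact test, was 1 instead of 0.021, and the log2 fold change of TGFBR1 for TGF-β1 was -0.001 instead of 0.02. The 89 and the 23 genes were all among those of the model with the replicate number.

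With DESeq2 the difference between the responses had 60 genes, and the exact test for the granule list gave a corrected p of 0.033 for M4 TCM against untreated cells instead of 0.11. With limma-voom and the replicate number as a factor, the log2 fold change of TGIF2 with M4 TCM was -0.004 instead of 0.01. At an adjusted p under 0.05 the difference between the responses had 16 genes, and the exact test gave 0.14 for the chemokine list and 0.027 for the granule list with M4 TCM against untreated cells. With the compared groups alone in the model, it gave 0.11 for the chemokine list and 0.094 instead of 0.021 for the granule list with TGF-β1 against untreated cells. Against protein-coding genes the granule list had 0.013 instead of 0.19 for DMEM/F12 and 0.0068 for M4 TCM against untreated cells in that test.

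Without a filter on low counts, M4 TCM against DMEM/F12 had 192 genes, the difference between the responses 158 and the genes shared against the media 69. The granule list then had corrected p-values of 7.3e-06 for DMEM/F12 and 7.5e-05 for M4 TCM against untreated cells from the exact test, and with M4 TCM the log2 fold changes of SKI and TGIF2 were -8e-04 and -0.002 instead of 0.01 each. With a minimum mean of 1 CPM, the counts against untreated cells were 722 instead of 1125 for IMDM, 1988 instead of 3042 for DMEM/F12, 842 instead of 1278 for TGF-β1 and 1853 instead of 2887 for M4 TCM. DMEM/F12 against IMDM then had 749 genes instead of 1128, the difference between the responses 21, and the granule list 0.089 in the exact test for TGF-β1 against untreated cells.

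With an offset for exon length, the log2 fold changes with M4 TCM were -0.01 for SKI and -0.003 instead of 0.02 for TGFBR1, and with an offset for GC content -0.004 for TGFBR1.

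In limma-voom with the replicate number as a linear covariate, TGF-β1 against IMDM had 116 genes, M4 TCM against DMEM/F12 26, the difference between the responses 3 and the shared genes 15. The chemokine list had 0.68 in the exact test, and TGIF2 with M4 TCM was at -0.001. With no filter these counts were 125, 27, 3 and 15, with 10 counts in 3 libraries 119, 24, 3 and 14, with over 0.5 CPM in 3 libraries 115, 26, 3 and 16, and with a minimum mean of 1 CPM 99, 24, 3 and 15. In the last of these models the counts against untreated cells were 657 for IMDM, 1953 for DMEM/F12, 771 for TGF-β1 and 1827 for M4 TCM, with 644 for DMEM/F12 against IMDM and 595 instead of 969 genes shared by the plain media. With replicates 1 and 2 sharing a level, M4 TCM against DMEM/F12 had 39 genes, the difference between the responses 8 and the shared genes 28. With replicates 1 and 3 sharing a level, the counts for TGF-β1 against IMDM, M4 TCM against DMEM/F12, the difference and the shared genes were 146, 42, 9 and 29, and with replicates 2 and 3 sharing one they were 104, 20, 2 and 14.

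Leaving out replicates gave 671 to 1285 genes for IMDM and 810 to 1290 for TGF-β1 against untreated cells, 122 to 231 for TGF-β1 against IMDM, 41 to 68 for M4 TCM against DMEM/F12, 6 to 59 for the difference between the responses, 606 to 1059 for genes shared by the plain media and 29 to 50 for genes shared by the treatments. In the exact test, the chemokine list for TGF-β1 against IMDM then had 0.013 to 0.73, and the granule list against untreated cells 0.028 to 0.55 for DMEM/F12 and 0.032 to 0.3 for M4 TCM. Small log2 fold changes changed sign. For TGF-β1 against IMDM they ranged from -0.07 to 0.62 for BMPR1A, -0.06 to 0.08 for TGFBR1, -0.04 to 0.30 for TGIF2, -0.32 to 0.12 for ACVR2B and -0.01 to 0.06 for ACVR1B. For M4 TCM against DMEM/F12 they ranged from -0.03 to 0.07 for SKI, -0.38 to 0.27 for ACVR2A, -0.05 to 0.10 for TGFBR1, -0.2 to 0.05 for NFKBIA, -0.16 to 0.12 for TGIF2, -0.08 to 0.01 for ACVR1B, -0.01 to 0.17 for BMPR1A and -0.03 to 0.39 for FST.

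For all of these changes the cause was not tested, apart from the linear replicate number, which is taken up under the other observations.

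Some results held their side of the threshold under all alternatives run for them. The corrected p of the TGF-β family list for TGF-β1 against IMDM was 7.4e-06 to 0.0055 in the exact test, and those of the chemokine list against untreated cells were 2.6e-08 or smaller. The granule list for IMDM against untreated cells had 1.4e-05 to 0.01, and up to 0.031 when replicates were left out. Of 559 pairs of a named gene and a comparison, 515 passed the thresholds, 409 did so under each of the 11 settings run for these genes with every replicate kept, as far as the gene passed the filter there, and 368 under the leave-one-out fits as well. Linear models with other filters and models with replicates sharing a level were not run for single genes. Across the 11 settings, 253 values of these genes fell short of a threshold they had passed, 6 passed one they had missed and 8 changed sign. In the leave-one-out fits these numbers were 449, 3 and 34.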

Differences from the paper's values

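The alternatives with a linear replicate number or with a pair of replicates sharing a level, named in this part, were chosen after seeing the values.

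For TGF-β1 against IMDM, 223 genes were altered, and the paper's count is 117. Of the alternatives set before the data were examined, the model without the replicate number (89), the model of the compared groups alone (166) and the fits without replicate 1 (122) and without TGF-β1 replicate 1 (158) came within 1.5 times the paper's count. The others did not: limma-voom with the replicate number as a factor (209), DESeq2 (215), the size factors of DESeq2 in edgeR (223), no filter on low counts (275), a minimum mean of 1 CPM (179), an adjusted p under 0.05 (186) and the other fits that left out replicates (178 to 231). Chosen after seeing the values, limma-voom with the replicate number as a linear covariate gave 116, and with other filters 125, 119, 115 and 99. Replicates sharing a level, also chosen after seeing the values, gave 152, 146 and 104. Offsets for exon length (225) and GC content (210), chosen after seeing the values, did not close the gap.

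For M4 TCM against DMEM/F12, 72 genes were altered, and the paper's count is 27. Of the alternatives set before the data were examined, only the model without the replicate number (23) came within 1.5 times the paper's count. The others were limma-voom (72), DESeq2 (93), the size factors of DESeq2 in edgeR (70), no filter (192), a minimum mean of 1 CPM (63), the compared groups alone (81), an adjusted p under 0.05 (54) and the fits that left out replicates (41 to 68). Chosen after seeing the values, limma-voom with the linear replicate number gave 26, and 27 with no filter, which equals the paper's count, with 24, 24 and 26 for the other filters. Replicates 1 and 2 or 2 and 3 sharing a level, also chosen after seeing the values, gave 39 and 20, while replicates 1 and 3 sharing one (42) and offsets for exon length (74) and GC content (73) did not close the gap.

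The genes altered by both treatments against their media were 44, and the paper's count is 16. Of the alternatives set before the data were examined, only the model without the replicate number (15) came within 1.5 times the paper's count. The others were limma-voom (43), DESeq2 (53), the size factors of DESeq2 in edgeR (43), no filter (69), a minimum mean of 1 CPM (41), the compared groups alone (48), an adjusted p under 0.05 (41) and the fits that left out replicates (29 to 50). Chosen after seeing the values, limma-voom with the linear replicate number gave 15, and with the filter of over 0.5 CPM in 3 libraries 16, which equals the paper's count, with 15, 15 and 14 for the other filters. Replicates 2 and 3 sharing a level, also chosen after seeing the values, gave 14, while 28 and 29 with the other pairs sharing one and 44 with either offset did not close the gap.

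The paper reports that chemokine pathways were not over-represented among the genes altered by TGF-β1 against IMDM. The hand-written chemokine list, which is not the paper's pathway, had 3 of 26 genes altered and a corrected p of 0.021 in Fisher's exact test, with 0.0031 to 1 over the other settings. It was 1 without the replicate number and 0.68 with the linear replicate number, the latter chosen after seeing the values.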

Other observations

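In this part, the tests on the replicate number as a number, on gene length, on the genes lowered by TGF-β1, on levels before treatment, on M4 TCM replicate 2, on carried-over RNA, on lncRNA genes in M4 TCM and on the TMM factors were chosen after the results were seen.

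The paper lists fewer genes altered by TGF-β1 and M4 TCM against their media than the model with the replicate number as a factor gave. A candidate explanation is that the pairing variable entered the authors' model as a number. For the 22 genes of S1 Table, limma-voom log2 fold changes with the replicate number as a linear covariate were set against the paper's. The mean absolute difference was 0.000196, with all 22 within 0.0005 of the paper's values. With the replicate number as a factor the mean absolute difference was 0.00989, without it 0.0189, and with edgeR 0.0182. The covariate was found after a factor, no term, a pair of replicates sharing a level and several filters had been tried, and the pairing variable of the authors is a date that the sample labels do not give. No biological explanation was tested.

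The number of genes altered against untreated cells was also set against the divisions of the libraries that part all 3 same-numbered pairs. In each comparison the real division, 1 of 4, was the only one with as many genes, and the others gave 0. At an unadjusted p under 0.05, IMDM had 4470 genes against 353 to 1170 in the other divisions, DMEM/F12 8208 against 357 to 542, TGF-β1 4636 against 170 to 513 and M4 TCM 7913 against 208 to 511. With 4 divisions the share cannot fall under 0.25.

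More lncRNA genes were lower than higher after incubation in plain DMEM/F12. Of 886 lncRNA genes altered against untreated cells, 645 (72.8%) were lower, against 50.2% of protein-coding genes, and in IMDM the values were 61.9% and 34.1%. Low counts would bring the lncRNA share to that of protein-coding genes at a mean of at least 1 CPM, and it was 73.7% there against 49.7%. Among lncRNA genes that overlap no protein-coding gene it was 76.8%, with an offset for GC content 70.3% against 46.4%, and with an offset for exon length 69.1% against 46.5%. Reads from genomic DNA in the untreated libraries could also give this pattern, although the RNA extraction included a DNase step to remove residual DNA. The 416 olfactory receptor genes, a measure of such reads, were at 1.51 ± 0.24 CPM in untreated cells and 0.917 ± 0.205 CPM in DMEM/F12 (exact permutation p = 0.1, the smallest that 3 against 3 libraries can give), a log2 ratio of 0.72. The rule that such an excess decides nothing was set after it was seen. If these genes measure genomic DNA, it lowers no gene by more than this ratio in CPM scaled by total counts. Genes were tested against this ratio with a t-test on the fold changes and standard errors of edgeR (adjusted p under 0.1). By this test, 24 lncRNA genes were lower and 32 higher by more than 0.72 in DMEM/F12. The share lower was 42.9%, against 15.2% of protein-coding genes (58 lower and 324 higher). By more than 1.1, the ratio of the highest untreated to the lowest DMEM/F12 library, 2 lncRNA genes were lower and 7 higher. The olfactory receptor CPM were scaled by total counts alone, whereas the fold changes also used the TMM factors. These factors were 1.048 to 1.098 in untreated cells and 0.936 to 0.9632 in DMEM/F12 and M4 TCM. The bounds are therefore too high on the scale of the fold changes, and lower bounds were not tried. These counts thus cannot show whether genomic DNA accounts for the majority of lower lncRNA genes in DMEM/F12. The gap to protein-coding genes remained at 0.72, and at 1.1 too few lncRNA genes were left to judge it. In M4 TCM, where 64.4% of 838 altered lncRNA genes were lower against 45% of protein-coding genes, the olfactory receptor genes were at 1.31 ± 0.0333 CPM (exact permutation p = 0.4, log2 ratio 0.21). By more than 0.21, 290 lncRNA genes were lower and 170 higher there. By more than 0.42, the ratio of the highest untreated library to the lowest M4 TCM library, 91 were lower and 78 higher, 53.8% lower against 30.5% of protein-coding genes, so genomic DNA is unlikely to account for the whole pattern in M4 TCM. Decay of unstable RNA in medium is a hypothesis that was not tested.

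Replicate 3 was higher than the other replicates in SKI in 5 of 5 groups, by 1.22 on the log2 scale, and in SKIL (1.29), SMAD7 (1.24), FST (1.45) and S1PR2 (1.63), genes chosen after their values were seen. With an offset for GC content, which shifted this difference by -0.081 to 0.11 over the genes, that of SKI was 1.19, so GC content accounts for little of it. With total counts in place of the TMM factors it was also 1.19. The median over all genes was -0.004, which the centring by TMM fixes near 0, so it tests nothing. The 164 genes raised by TGF-β1 were higher in untreated replicate 3 than in the other untreated libraries by a median of 0.381, with 132 of them higher, and 10000 of 10000 random lists of genes of similar level had a lower median (-0.082 to 0.076). Random lists treat genes as independent, which they are not, and this is 1 library. SKI itself was not called for TGF-β1 (0.10, adjusted p = 0.88) or for M4 TCM (0.01, adjusted p = 0.97), which gives no support for prior exposure of replicate 3 to TGF-β as the source of its difference. For the 164 genes such exposure is a hypothesis that these data cannot decide.

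The 59 genes lowered by TGF-β1 against IMDM may be genes whose rise in medium is limited by TGF-β1. Against untreated cells their median log2 change was 1.54 in IMDM, 0.829 with TGF-β1 and 1.41 in DMEM/F12, a medium that played no part in choosing them. In DMEM/F12, 50 of the 59 were higher, and 10000 of 10000 random lists had a lower median there (-0.29 to 0.152), where the 164 raised genes had 0.137. With TGF-β1, 42 of the 59 stayed above untreated cells. These random lists also treat genes as independent, and the untreated libraries are common to both media, so this is a hypothesis.

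In M4 TCM the 164 genes raised by TGF-β1 responded by a median of 0.459, 0.377 and 0.491 in replicates 1 to 3. If replicate 2 responded less to everything in the conditioned medium, the 21 genes raised by M4 TCM alone would be lower too, and they were at 0.738, 0.938 and 0.88, a ratio of shortfalls of -1.3. With TGF-β1 itself the 164 genes responded by 1.14, 0.969 and 0.991. No biological explanation was tested.

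RNA carried over from M4 cells could raise genes in M4 TCM. The 13 epithelial marker genes listed for this test were at 0.18 ± 0.11 CPM in M4 TCM and 0.21 ± 0.034 CPM in DMEM/F12, a difference of -0.036 CPM where 3 counts are 0.088 CPM in the smallest library, so no excess was found.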
